# PNPase knockout results in mtDNA loss and an altered metabolic gene expression program

**DOI:** 10.1371/journal.pone.0200925

**Published:** 2018-07-19

**Authors:** Eriko Shimada, Fasih M. Ahsan, Mahta Nili, Dian Huang, Sean Atamdede, Tara TeSlaa, Dana Case, Xiang Yu, Brian D. Gregory, Benjamin J. Perrin, Carla M. Koehler, Michael A. Teitell

## Abstract

Polynucleotide phosphorylase (PNPase) is an essential mitochondria-localized exoribonuclease implicated in multiple biological processes and human disorders. To reveal role(s) for PNPase in mitochondria, we established PNPase knockout (PKO) systems by first shifting culture conditions to enable cell growth with defective respiration. Interestingly, PKO established in mouse embryonic fibroblasts (MEFs) resulted in the loss of mitochondrial DNA (mtDNA). The transcriptional profile of PKO cells was similar to rho^0^ mtDNA deleted cells, with perturbations in cholesterol (FDR = 6.35 x 10^−13^), lipid (FDR = 3.21 x 10^−11^), and secondary alcohol (FDR = 1.04x10^-12^) metabolic pathway gene expression compared to wild type parental (TM6) MEFs. Transcriptome analysis indicates processes related to axonogenesis (FDR = 4.49 x 10^−3^), axon development (FDR = 4.74 x 10^−3^), and axonal guidance (FDR = 4.74 x 10^−3^) were overrepresented in PKO cells, consistent with previous studies detailing causative PNPase mutations in delayed myelination, hearing loss, encephalomyopathy, and chorioretinal defects in humans. Overrepresentation analysis revealed alterations in metabolic pathways in both PKO and rho^0^ cells. Therefore, we assessed the correlation of genes implicated in cell cycle progression and total metabolism and observed a strong positive correlation between PKO cells and rho^0^ MEFs compared to TM6 MEFs. We quantified the normalized biomass accumulation rate of PKO clones at 1.7% (SD ± 2.0%) and 2.4% (SD ± 1.6%) per hour, which was lower than TM6 cells at 3.3% (SD ± 3.5%) per hour. Furthermore, PKO in mouse inner ear hair cells caused progressive hearing loss that parallels human familial hearing loss previously linked to mutations in PNPase. Combined, our study reports that knockout of a mitochondrial nuclease results in mtDNA loss and suggests that mtDNA maintenance could provide a unifying connection for the large number of biological activities reported for PNPase.

## Introduction

Polynucleotide phosphorylase (PNPase) is a conserved 3’-5’ exoribonuclease that bacteria and most eukarya express, but is absent in archae [1, 2]. In addition to phosphorolytic RNA degrading activity, bacterial PNPase catalyzes template independent polymerization of RNA [3, 4]. The enzymatic features of bacterial PNPase have been well studied [4–10] and recent discoveries reveal bacterial PNPase involvement in modulating levels of multiple mRNAs and sRNAs [4, 11–13], an etiology in cold-shock [14–16] and oxidative stress responses [17], biofilm formation [18–20], virulence [21], and even DNA recombination, repair and mutagenesis [22–25].

Similar to its bacterial counterpart, mammalian PNPase has several roles in RNA homeostasis, and it has also been found to function within mitochondria. Constitutive PNPase knockout (PKO) in mice is lethal at embryonic day 8, because PNPase is essential for maintaining mitochondrial homeostasis in all cell types [26, 27]. Mammalian PNPase exhibits enzymatic features that are similar to bacterial PNPase with a different optimal phosphate concentration for RNA degradation [28, 29]. PNPase localizes to both the intermembrane space (IMS) and matrix compartments of mitochondria, as revealed in several model systems and by multiple localization methods [26, 27, 30, 31]. Knockdown studies have shown variable effects on the processing and polyadenylation of mitochondrial RNA (mtRNA) that is transcribed from mitochondrial DNA (mtDNA) [32–34]. In addition to RNASET2, which is a mitochondrial RNA degrading enzyme [35], recent studies have established that PNPase and the hSUV3 RNA helicase form a mtRNA degrading complex and degrade mirror-mtRNAs, which are noncoding mtRNAs that are antisense and complementary to coding mtRNAs [31, 34, 36].

Also similar to bacterial PNPase, mammalian PNPase participates in many physiologic pathways beyond mtRNA regulation. One study suggests that PNPase regulates c-Myc levels possibly through interactions with EGFR [37], whereas another study suggests PNPase controls an interferon-β (IFNβ)-induced reduction of c-Myc mRNA [38]. PNPase modulates an IFNβ-induced decrease of mir-221 levels that results in growth inhibition in melanoma cells [39] and it regulates nucleus encoded small non-coding RNA import into mitochondria [27, 40]. PNPase is a type-I IFN induced gene [41] and over-expression at supra-physiologic levels affects reactive oxygen species (ROS) generation and NF-κB activation [42]. Recently, PNPase was linked to metabolism control during somatic cell reprogramming to induced pluripotent stem cells [43, 44]. In humans, PNPase mutations genetically link to hereditary hearing loss, encephalomyopathy, and axonal and auditory neuropathy, gut disturbances, chorioretinal defects, Leigh syndrome, and delayed myelination [45–50]. Combined, PNPase affects many essential cellular processes and pathways that regulate organism physiology and pathology without a unifying theme or underlying mechanism, which requires further investigation.

Almost all investigations to date elevate PNPase to supra-physiologic levels in gain-of-function studies or use knockdown approaches with incomplete loss of PNPase in loss-of-function work to gain insight into mammalian PNPase activities. A few studies examined changes in gene expression profiles with gain and loss of PNPase function using these approaches to help explain the plethora of impacted physiologic systems [51, 52]. However, no study eliminated PNPase completely to evaluate the impact on global gene expression and cell function, likely due to the essential role of PNPase for cell growth and survival under usual conditions *in vivo* and in culture. Given its mitochondrial localization, roles in mtRNA regulation, and its activity in small nucleus-encoded RNA import into mitochondria to control respiration, we reasoned that reducing the dependence of cells on mitochondrial function first could generate a suitable internal cell environment for stable knockout of PNPase. Here, we established complete PKO cells by first reducing immortalized mouse embryonic fibroblast (MEF) dependence on respiration. The resulting PKO cell lines enabled studies of changes in gene expression and cell function directly due to PNPase loss. We also examined the effect of PNPase loss-of-function in inner ear hair cells in mice, as homozygous PNPase mutation or loss links with familial hearing loss in humans [45].

## Results

### PNPase knockout results in loss of mtDNA and inability to respire

Our previous attempts to generate a PKO MEF line failed because deletion of the PNPase-encoding gene, *Pnpt1*, ultimately caused cell death [27]. Given its essential role in maintaining mitochondrial homeostasis and its mitochondrial localization, we considered that PKO might disrupt mitochondrial functions required for survival [26]. To test this idea, and because cell lines are known to rely on mitochondria to varying extents, we sought to establish PKO MEFs using a two-step approach. First, we generated a cell line that lacked mtDNA (rho^0^) using *Pnpt1*^*fl/fl*^ MEFs isolated from our *Pnpt1*^*fl/fl*^ mouse colony. SV-40 large T-antigen immortalized *Pnpt1*^*fl/fl*^ MEFs, designated TM6, were incubated in media containing ditercalinium chloride and uridine for 3 weeks to eliminate the mtDNA [53]. PCR validated, respiration defective rho^0^ *Pnpt1*^*fl/fl*^ MEFs were then infected with an adenovirus expressing Cre recombinase to delete the *loxP*-flanked portion of exon 2 in *Pnpt1*, generating non-functional PNPase-encoding alleles that translate out-of-frame with multiple stop codons in exons 3, 4, and 6 [27]. Using this strategy, we obtained numerous independent rho^0^ PKO MEF clones, indicating that eliminating mtDNA first provides a permissive internal cell environment for the complete loss of PNPase (data not shown).

rho^0^ mammalian cells are pyrimidine auxotrophs that require uridine media supplementation to grow due to an inactive dihydroorotate dehydrogenase enzyme in the mitochondrial inner membrane, resulting from a non-functional electron transport chain (ETC) [54]. Encouraged by the generation of a PKO in rho^0^ MEFs, we considered whether a simple pre-conditioning of mtDNA-containing MEFs with rho^0^ permissive, uridine-supplemented media, rather than by chemical removal of mtDNA, would result in PKO MEF lines. Therefore, we incubated *Pnpt1*^*fl/fl*^ TM6 MEFs in uridine-containing media for 3 weeks, followed by infection with an adenovirus expressing Cre recombinase. Multiple individual PKO MEF clones emerged from a background of dead and dying cells; these clones were isolated, expanded, and 5 clones were PCR verified for complete loss of *loxP*-flanked exon 2 in the *Pnpt1* gene, as performed previously using internal and external PCR primer sets (Fig 1A) [27]. We selected 3 PKO MEF clones, designated PKO-1, PKO-4, and PKO-6, for additional analyses. Immunoblotting revealed undetectable PNPase protein in these 3 PKO clone lines, in contrast with strong PNPase expression from *Pnpt1*^*fl/fl*^ TM6 and rho^0^ MEFs (Fig 1B). Thus, mtDNA-containing MEFs conditioned to grow in uridine-supplemented media tolerate PKO, whereas MEFs in standard growth media are non-permissive for PNPase loss.

**Fig 1:**
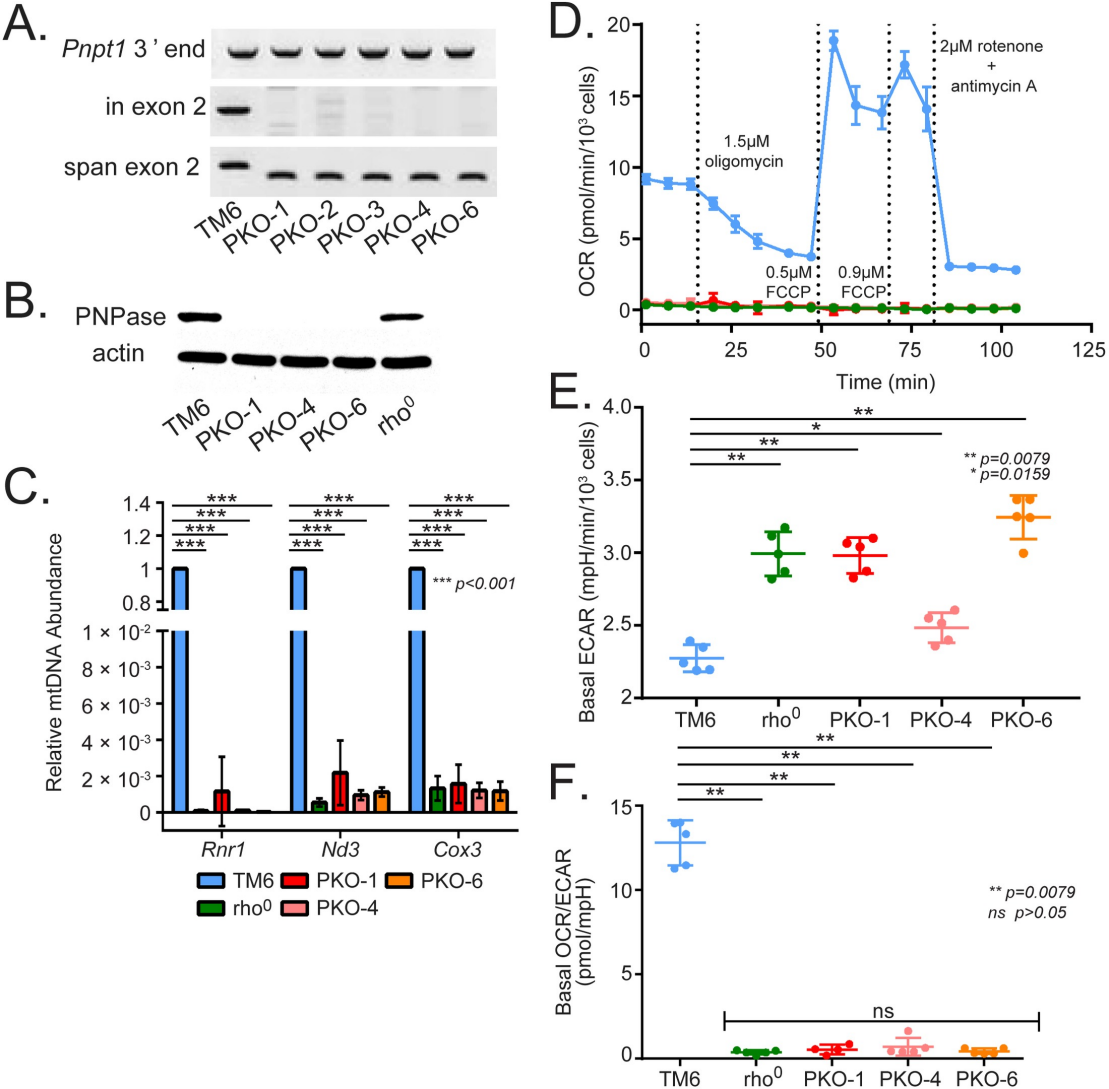
PKO results in loss of mtDNA. (A) PCR to evaluate *Pnpt1* (encoding PNPase) exon 2 deletion in the parental MEF line, TM6, and 5 independent PKO lines (n = 5). Three primer sets include one to examine *Pnpt1* exon 2 (in exon 2), a flanking set to capture deletion of exon 2 (span exon 2), and a control set that amplified the 3’ end of *Pnpt1* (PNPase 3’ end). (B) Representative immunoblot for PNPase protein in TM6, rho^0^ and 3 PKO clones. Total protein lysates were separated by SDS-PAGE and analyzed using polyclonal antibodies that target PNPase and β-actin. (C) TaqMan quantitative PCR (qPCR) analysis of a control nucleus encoded *Tfrc* gene and the mtDNA encoded *Rnr1*, *Nd3*, *and Cox3* genes in TM6 and 3 PKO cell lines. This experiment was performed in biological triplicates (n = 3, ± SD). (D-F) Respiration analysis using a Seahorse XFe96 Extracellular Flux Analyzer on the cell lines in (B). These experiments were performed in biological quintuplicates, normalized to cell number per 10^3^ cells. (D) Oxygen consumption rate (OCR) during mitochondrial stress, (E) basal extracellular acidification rate (basal ECAR), and (F) basal OCR/ECAR ratios are shown (n = 5, ± SD).

To examine the impact of PKO on cell function, we first determined the effects on mtDNA content because chemically induced loss of mtDNA enabled subsequent PKO. Surprisingly, the TaqMan qPCR assay using probes specific to *Rnr1*, *Nd3* and *Cox1* showed no signal for all 3 PKO clones, identical to the lack of mtDNA in rho^0^ MEFs (Fig 1C). This result suggested that PKO MEFs lost mtDNA. Additionally, PicoGreen double-stranded DNA dye staining using fluorescence microscopy also suggested that mtDNA was not present in PKO cells (S1 Fig). Whereas the TM6 MEF cells displayed green puncta in the cytosol marking abundant mtDNA, rho^0^ and PKO MEFs lacked green cytosolic puncta, confirming the loss of mtDNA. All 3 PKO clones and rho^0^ MEFs showed no mitochondrial respiration, which contrasted with TM6 MEFs, as measured by a Seahorse XFe96 extracellular flux analyzer (Fig 1D). This result was consistent with loss of mtDNA and resultant failure of the ETC (Fig 1C). Rather, these PKO cells manufacture energy by substantially increasing glycolysis and show an elevated basal extracellular acidification rate (ECAR) relative to TM6 MEFs (*P* value = 0.0079 for PKO-1, PKO-6, and rho^0^ to TM6 comparisons, P value = 0.0159 for PKO-4 to TM6 comparison) (Fig 1E). In cells with low or absent respiration, ECAR is a good approximation of glycolysis and lactate excretion. A plot of the ratio of basal OCR/ECAR provides a remarkable graphic display for the metabolic alteration caused by PKO (*P* value < 0.0079 for all PKO and rho^0^ to TM6 comparisons) (Fig 1F). Combined, these genetic, protein, and functional data indicate that MEFs that lose PNPase cannot respire or maintain the mitochondrial genome.

### Transcriptional, growth and cell cycle profiles are similar for PKO and rho^0^ cells

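RNA was sequenced from 4 lines of mouse embryonic fibroblasts (MEFs), with 3 biological replicates per line and 12 libraries in all. TM6 MEFs carry loxP sites on both alleles of *Pnpt1*, the gene that encodes PNPase. The rho0 MEFs were made from TM6 MEFs by culture for 3 weeks with ditercalinium at 750 ng/mL, a DNA-binding drug that depletes mtDNA, and then isolated as a single cell colony. PKO-1 and PKO-6 MEFs grew from single TM6 cells after infection with an adenovirus that expresses Cre recombinase, which excises the floxed part of *Pnpt1*. All lines were kept in medium with uridine at 50 µg/mL, because cells without respiration cannot make pyrimidines. The 6 PKO libraries therefore come from 2 clones and the 3 rho0 libraries from 1 line, so the spread between replicates is a spread between cultures of a clone. The authors prepared strand-specific libraries from total RNA depleted of ribosomal RNA, sequenced paired ends, and merged the reads of technical duplicates. They estimated transcript counts with RSEM and bowtie2 against transcripts built from the mouse genome mm10 (GRCm38) with the RefSeq annotation, and collapsed them to genes. The deposited values are these estimated counts, not normalized, for 24453 genes, and they were rounded to whole numbers before testing. The total per library was 56696100 to 66533418 counts in TM6 (median 60589501), 48900025 to 62222928 in rho0 (median 49539847), 47164860 to 54344410 in PKO-1 (median 54007045) and 53260426 to 67991378 in PKO-6 (median 56466883). Between 12.2% and 19.6% of each total fell on *Rn45s*, the ribosomal RNA precursor left after depletion, and without it the totals were 40957902 to 55902523. After genes with too few counts were removed (edgeR's filterByExpr with a minimum count of 10), 14026 genes were tested. Libraries were scaled by edgeR's TMM method, and normalized counts are counts divided by each library's scaled size relative to the mean library. Differences were tested with edgeR's quasi-likelihood test over all 12 libraries in 3 groups (TM6, rho0 and PKO, with both clones pooled as in the paper's comparisons), with Benjamini-Hochberg adjustment. DEGs were called after a test against 0 with the paper's thresholds, an adjusted p below 0.01 and an absolute log2 fold change above 0.5. The paper's own test was the DESeq2 Wald test with moderated fold changes. The statistics of its S1 Table are those of a test against 0.5 rather than 0, so equal thresholds are not an equal criterion here. Pooling the clones counts the difference between them as spread: the biological coefficient of variation was 0.248 in 3 groups and 0.0837 when the 4 lines were fitted separately. PKO-1 and PKO-6 were compared with each other in the fit of 4 lines.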

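*Pnpt1* lies on chromosome 11 of GRCm38 from 29130751 to 29161828 on the plus strand, with 28 exons in its only listed transcript. Cre excises exon 2, and the counts cover the whole gene, so transcripts from the remaining exons are still counted. The gene had 3131 ± 262 normalized counts in TM6 (SD, n = 3), 5271 ± 230 in rho0 (SD, n = 3), 1240 ± 44.3 in PKO-1 (SD, n = 3) and 1944 ± 250 in PKO-6 (SD, n = 3). All 6 PKO libraries, at 1191 to 2214, lay below the lowest TM6 library at 2832. The log2 fold change of PKO against TM6 was -0.98 (standard error 0.18, edgeR adjusted p = 8.36e-04), and that of PKO against rho0 was -1.73 (standard error 0.18, edgeR adjusted p = 4.25e-05). With each library left out in turn, the change against TM6 stayed between -1.09 and -0.90. The alternative that moved it most was the choice of clone, with -1.34 for PKO-1 alone and -0.69 for PKO-6 alone, and both were called. The clones differed from each other by -0.65 (PKO-1 against PKO-6, standard error 0.0864, edgeR adjusted p = 1.92e-05). Counts in rho0 were higher than in TM6 in every library, but with a log2 fold change of 0.75 the difference was not called with both clones pooled (standard error 0.21, edgeR adjusted p = 0.0116). It was called in 6 of 23 alternatives, at 0.75 with 4 lines fitted separately (edgeR adjusted p = 2.1e-06), 0.73 with only the compared groups fitted (edgeR adjusted p = 1.8e-05), 0.71 with DESeq2's Wald test (adjusted p = 0.0029), and 0.75 without PKO-1 replicate 1, PKO-1 replicate 2 or PKO-6 replicate 3, so whether it is called depends on the fit, and over all alternatives the adjusted p ranged from 2.1e-06 to 1.

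**Figure D1:**
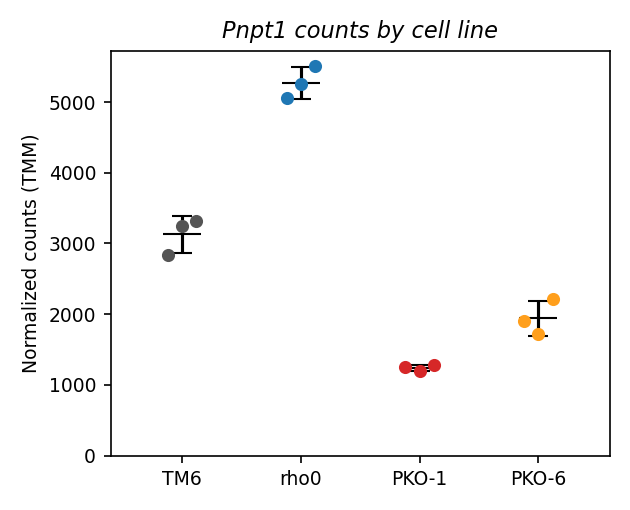
Normalized counts of *Pnpt1* (vertical axis, from 0) in TM6, rho0, PKO-1 and PKO-6 MEFs. Each point is a library, the long horizontal line is the mean of 3 libraries and the bars are ± SD. The PKO-1 libraries (1191 to 1276) and PKO-6 libraries (1720 to 2214) sit below the TM6 libraries (2832 to 3320), and the rho0 libraries (5051 to 5510) sit above them.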

To determine the effect of PNPase loss on gene expression and the potential to alter cell physiology, we performed RNA-Seq analyses on TM6 MEFs, rho^0^ cells derived from TM6 MEFs and PKO-1 and PKO-6 MEFs. PKO-4 cells were excluded from analysis because of aneuploidy detected by cell cycle profiling (data not shown). Principal components analysis (PCA), used to determine sample covariance with respect to their transcriptomic features, indicated extensive transcriptional variance, denoted by the first principal component (PC1), between TM6 MEF cells and the remaining cell lines (Fig 2A). 

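Principal components were computed from variance stabilized values of the 500 genes with the highest variance. They placed 61.1% of the variance of the 12 libraries on PC1, 24.4% on PC2 and 12.3% on PC3. TM6 libraries had a mean PC1 score of -27.98 ± 0.47 (SD, n = 3), against 10.10 ± 0.31 for rho0, 0.54 ± 0.20 for PKO-1 and 17.34 ± 0.54 for PKO-6 (SD, n = 3 each). TM6 thus lay at the negative end of PC1, apart from the 9 other libraries. PC1 carried 51.3% when log2 CPM (counts scaled by library size) replaced the variance stabilized values, 53.3% with all tested genes, and 53.7% to 66.1% with each library left out in turn, and TM6 stayed apart on PC1 under each of these alternatives.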

Isolated PKO cells clustered away from the parental TM6 cell line and showed variability in inter-clone gene expression with little intra-clone variation (Fig 2A). However, PKO-1 and PKO-6 MEFs displayed similar expression signatures to rho^0^ TM6 MEFs (Fig 2A). 

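On PC1 and PC2, the mean distance of libraries from the centre of their line was 0.415 in TM6, 0.324 in rho0, 0.184 in PKO-1 and 0.509 in PKO-6. The centres of PKO-1 and PKO-6 were 30.7 apart, and they lay 37.9 and 45.3 from the centre of TM6. PC2 separated PKO-1, with a mean score of 18.86 ± 0.13 (SD, n = 3), from PKO-6 at -6.82 ± 0.37 (SD, n = 3). Between the clones, 4087 DEGs were called, 1620 higher and 2467 lower in PKO-1 than in PKO-6. In 4085 of these genes no library of one clone overlapped the other clone, as in 9327 of all 14026 tested genes, where chance gives 10% of genes for 3 against 3 libraries. The count was 1950 with an absolute log2 fold change above 1 as the threshold and 7014 with an adjusted p below 0.01 alone, the lowest and highest of all alternatives, and 3820 to 4178 with each library left out in turn. Among called genes with at least 100 normalized counts on average, *Scml2* (chromosome X, 161162750 to 161258213) had 384 ± 6.75 normalized counts in PKO-1 and 0.273 ± 0.473 in PKO-6 (SD, n = 3 each), and *Rcn1* (chromosome 2, 105385948 to 105399319) had 2323 ± 134 and 3.13 ± 4.09. *Snrpn* (chromosome 7, 59982502 to 60140219), which shares its strand and part of its sequence with *Snurf*, had 346 ± 46.9 and 0.618 ± 0.546. In the other direction, *Slc52a3* (chromosome 2, 151996511 to 152009258) had 0 counts in every PKO-1 library and 308 ± 37.8 in PKO-6, and the non-coding *Xist* (chromosome X, 103460373 to 103483233), which overlaps *Tsix* on the opposite strand, had 30.8 ± 20.0 and 78386 ± 22254. *H2-Q8* (chromosome 17, 35424847 to 35428361) also had 0 counts in PKO-1 and 434 ± 32.7 in PKO-6, but belongs to a multigene family and overlaps *H2-Q6*, so its counts are uncertain.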

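The centre of PKO-6 lay 7.28 from that of rho0 on PC1 and PC2, while the centre of PKO-1 lay 26.6 from rho0 and that of TM6 lay 38.1 from rho0. Over all 14026 tested genes, the median absolute log2 difference was 0.283 between rho0 and PKO-6 and 0.385 between rho0 and PKO-1. The same measure was 0.478 between TM6 and rho0, 0.382 between TM6 and PKO-1 and 0.451 between TM6 and PKO-6, so by this measure PKO-1 was about as far from rho0 as from TM6, while by the correlations that follow it was nearer to rho0. Pearson correlations of log2 CPM between single libraries, across genes, were 0.948 to 0.964 for rho0 with PKO-6, 0.951 to 0.960 for rho0 with PKO-1, 0.919 to 0.934 for rho0 with TM6, and 0.936 to 0.940 for PKO-1 with TM6. Genes are not independent replicates, and part of the likeness was shared by whole chromosomes: relative to TM6, the genes of chromosomes 12 and 18 were higher and those of chromosome X lower, as a set, in rho0, PKO-1 and PKO-6 alike.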

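Rank-rank hypergeometric overlap (RRHO) ranks all genes by their signed change in each comparison, here by the signed log10 adjusted p of rho0 against TM6 and of PKO against TM6, and tests at each pair of ranks whether the top parts of both lists share more genes than chance gives. With 14026 genes and a step of 100 genes, the largest −log10 p was 1064, or 2450 on the natural log scale. It lay at rank 9300 of the rho0 list and rank 9400 of the PKO list, where 8068 genes were shared and 6233 were expected. For lists of this length the largest value that any ordering can give is 4220. The same TM6 libraries enter both comparisons, so unchanged groups also overlap: in 50 simulations of rho0 and PKO groups without any change, the maximum was 442 to 526 (median 502). With PKO-1 alone in place of both clones, the alternative that moved the value most, the maximum was 679, and with each library left out in turn it was 967 to 1158. The log2 fold changes of the 2 comparisons correlated across all tested genes with a Pearson coefficient of 0.761 and a Spearman coefficient of 0.701, against 0.552 to 0.631 and 0.503 to 0.535 in the simulations, and 78.0% of genes had the same sign, against 68.4% to 70.2%. When the 12 libraries were regrouped at random into groups of 3, 3 and 6, 36 of 100 regroupings gave an overlap as large as the real one and 33 of 100 a correlation as large. These regroupings mix the lines, so differences between lines enter both comparisons, and they do not show what unchanged groups would give. Genes are not independent replicates, so neither the overlap nor the correlation has a p that counts cultures.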

A rank-rank hypergeometric overlap (RRHO) analysis calculating the significance between overlaps of averaged PKO and rho^0^ expression changes with respect to TM6 indicates strong correlative overlap in expression profiles between PKO and rho^0^ cells (maximum–log_10_(*P* value) > 4500) (Fig 2B). We identified a significant overlap in up- and down-regulated transcripts within PKO and rho^0^ signatures and additionally sought to identify differentially expressed genes (DEGs) in both expression profiles. Our analysis identified 1,629 DEGs between rho^0^ and TM6 MEFs, with a false discovery rate (FDR) adjusted *P* value below 0.01 and an absolute log_2_ fold-change above 0.5, and 1,527 DEGs between PKO and TM6 MEFs using the same thresholds (Fig 2C). 

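Between rho0 and TM6, 4111 DEGs were called, 1922 higher and 2189 lower in rho0, which is 29.3% of the tested genes. Between PKO and TM6, 3607 DEGs were called, 1890 higher and 1717 lower in PKO, or 25.7%. No rho0 library overlapped a TM6 library in any of the 4111 DEGs, nor in 10204 of all tested genes, where chance gives 10%, and no PKO library overlapped a TM6 library in 3596 of the 3607, nor in 6691 of all tested genes, where chance gives 2.38%. The alternative that moved both counts most in proportion was a DESeq2 Wald test against an absolute log2 fold change of 0.5 in place of a test against 0, which was chosen after seeing the data and called 1637 and 1527 genes. With each library left out in turn the counts were 3172 to 4231 and 2874 to 3712. On simulated counts in which 200 of the 14026 genes were changed, the test recovered 74.5% of them for rho0 and 82.0% for PKO and called 4 and 1 unchanged genes. The changes were planted only in genes above a minimum count. The raised genes had median fitted log2 fold changes of 1.52 and 1.54, well above the threshold of 0.5. Simulated libraries also varied independently, without clones. Recovery near the threshold and false calls that arise from differences between clones are therefore not shown. The genes with the largest changes among those with at least 100 normalized counts on average were the same 6 in both comparisons. *Ostn* (chromosome 16, 27307641 to 27351209) had 0 counts in every TM6 library, 1062 ± 24.5 normalized counts in rho0, 247 ± 22.1 in PKO-1 and 1473 ± 211 in PKO-6 (SD, n = 3 each). *Car6* (chromosome 4, 150187016 to 150201135) had a mean of 2.51 in TM6, 2059 ± 110 in rho0, 124 ± 16.0 in PKO-1 and 2799 ± 347 in PKO-6. *Cox6a2* (chromosome 7, 128205435 to 128206366), which overlaps *Itgad* on the opposite strand, had 2.18, 599 ± 118, 61.2 ± 19.6 and 970 ± 108. The calls of *Car6* and *Cox6a2* were lost when TM6 replicate 1 or TM6 replicate 2 was left out, and without TM6 replicate 3 only the call of *Cox6a2* in rho0 stayed, with adjusted p of up to 0.0137 in edgeR over these fits. *Hand2* (chromosome 8, 57320983 to 57324517), *Mmp2* (chromosome 8, 92827297 to 92853421) and *Hoxd13* (chromosome 2, 74668310 to 74671599) had 1489 ± 71.3, 1486 ± 85.4 and 1358 ± 105 normalized counts in TM6 and 0 in all 9 libraries of the other lines.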

Of the DEGs expressed by rho^0^ and PKO MEFs, 886 genes were in common, as anticipated due to significant overlaps in RRHO analysis and similar cellular physiology with the loss of mtDNA (Fig 2C).

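Of these DEGs, 2436 were called in both comparisons, which is 59.3% of the rho0 DEGs and 67.5% of the PKO DEGs, where 1057 are expected if the lists were drawn independently from the tested genes. The change had the same direction in 2410 of them, 1158 higher and 1252 lower in both, and opposite directions in 26. In 50 simulations of unchanged groups that share the TM6 libraries, 0 genes were called in both comparisons, and 162 to 223 genes had an unadjusted p below 0.05 in both. The count was 888 with the test against a log2 fold change of 0.5, chosen after seeing the data, and 4099 with PKO-6 alone. When each comparison used TM6 libraries of its own, 1299 to 1425 genes were shared, with 1 or 2 TM6 libraries per comparison. With the 4 lines fitted separately, 2716 genes were called against TM6 in rho0, PKO-1 and PKO-6, 2460 of them in one direction. Of the 1675 genes called in rho0 only, 573 also differed between PKO and rho0 in the direct test, and of the 1171 called in PKO only, 335 did. These numbers depend on the fit with the clones pooled, in which the gap between them counts as spread: with 4 lines fitted, the direct comparison of PKO with rho0 called 3330 genes, against 1500 pooled. Chromosomes 12, 18 and X held 490 of the shared genes, or 20.1%, and 9.49% of the tested genes. The paper presents the shared genes as anticipated, reasoning from the overlap in the RRHO analysis and from the similar physiology of cells that have lost mtDNA, and from expression together with the later mass, growth and cell cycle measurements it concludes that PKO MEFs resemble rho0 MEFs.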

**Fig 2:**
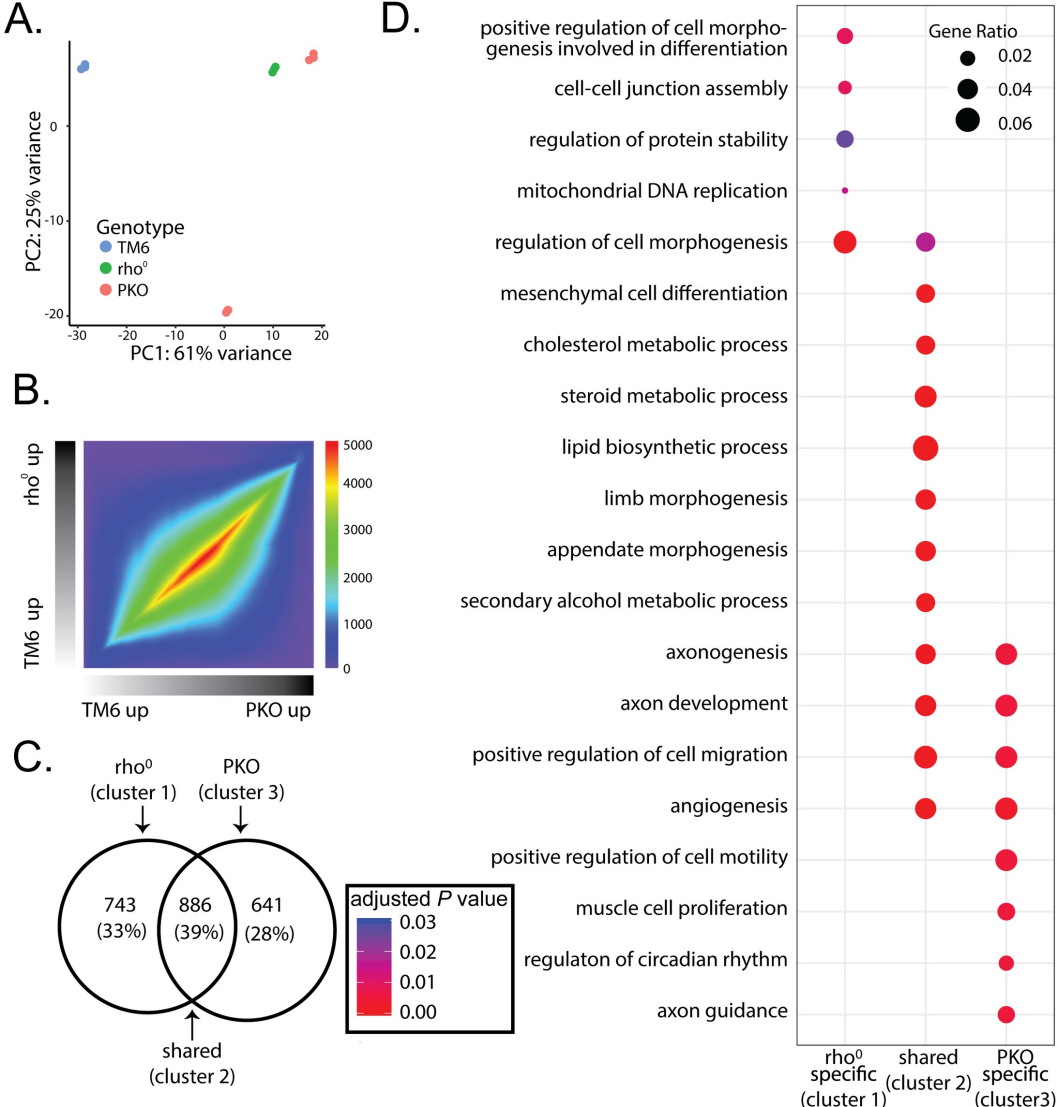
PKO cell gene expression patterns converge and diverge with rho^0^ MEFs. (A) Principal Components Analysis (PCA) of TM6, rho^0^, PKO-1, and PKO-6 MEFs (n = 3 biological replicates per line; 12 replicates total). Expression profiles for each sample were plotted for their PC1 and PC2 scores, providing primary and secondary sources of variance, respectively. Samples were color-coded based on cell type. (B) Rank-rank hypergeometric overlap (RRHO) maps of the log_2_ fold-change expression profiles between PKO and rho^0^ MEFs with respect to TM6 MEFs. Color coding represents–log_10_ transformed hypergeometric *P* values, with higher values indicating strength of overlapping enrichment between PKO and rho^0^ gene lists. (C) Venn diagram of differentially expressed genes (DEGs) between rho^0^ MEFs (left) and PKO clones (right) with respect to TM6 MEFs. DEGs were identified in each comparison using an absolute log_2_ fold-change threshold above 0.5 and a false discovery rate (FDR) adjusted Wald *P* value below 0.01. Clusters indicate rho^0^ specific (cluster 1), PKO specific (cluster 3), and shared DEGs (cluster 2). (D) Dotplot of Gene Ontology (GO) overrepresentation analysis (ORA) of the rho^0^ specific, shared, and PKO specific DEG clusters. Dot size indicates the ratio of genes from the selected ontology set in the DEG cluster, color indicates significance of gene set overrepresentation in the cluster (FDR adjusted *P* value) following hypergeometric significance testing.

We performed Gene Ontology (GO) gene set overrepresentation analysis (ORA) for each area represented in the Venn diagram (Fig 2C) and examined DEGs that are specific to rho^0^ MEFs (cluster 1) and PKO MEFs (cluster 3) and those DEGs shared between rho^0^ and PKO MEFs (cluster 2). GO terms overrepresented in cluster 1 identified processes including regulation of cell morphogenesis (FDR = 4.45 x 10^−4^), cell-cell junction assembly (FDR = 8.70 x 10^−3^), mitochondrial DNA replication (FDR = 0.014), and regulation of protein stability (FDR = 0.026) (Fig 2D). Genes whose expression associates with mtDNA replication are elevated in rho^0^ and reduced in TM6 MEFs (S2 Fig). These genes include a subunit of ribonucleotide reductase that regulates cytosolic nucleotide pools (*Rrm2b*), an RNase that removes an RNA primer in replicating mtDNA (*Rnaseh1*), and a pyrimidine transporter (*Slc25a33*) (S2 Fig).

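*Rrm2b* (chromosome 15, 37923953 to 37961055, minus strand) had 896 ± 117 normalized counts in TM6, 1880 ± 58.4 in rho0, 1206 ± 110 in PKO-1 and 1504 ± 203 in PKO-6 (SD, n = 3 each). The log2 fold change was 1.07 in rho0 against TM6 (standard error 0.15, edgeR adjusted p = 1.45e-04) and 0.60 in PKO against TM6 (standard error 0.13, edgeR adjusted p = 0.00303). The PKO call was lost without TM6 replicate 1, at 0.47, and without TM6 replicate 2, at 0.60. Over all 25 alternatives the PKO call of *Rrm2b* was lost in 5. Its change ranged from 0.43, below the threshold of 0.5, to 0.75. *Rnaseh1* (chromosome 12, 28649602 to 28659591, plus strand) had 490 ± 22.5, 885 ± 43.9, 798 ± 20.9 and 777 ± 19.9 in the same order, with log2 fold changes of 0.85 in rho0 (standard error 0.0759, edgeR adjusted p = 5.44e-06) and 0.68 in PKO (standard error 0.0672, edgeR adjusted p = 9.16e-06). It lies on a chromosome whose genes were higher as a set in rho0, PKO-1 and PKO-6, and with the chromosome medians removed its log2 fold changes were 0.30 and 0.14 and neither was called. *Slc25a33* (chromosome 4, 149744036 to 149774267, minus strand) had 863 ± 44.3, 2015 ± 146, 948 ± 88.3 and 1437 ± 92.4, with a log2 fold change of 1.22 in rho0 (standard error 0.20, edgeR adjusted p = 4.03e-04). In PKO against TM6 it was 0.47 and not called (standard error 0.17, edgeR adjusted p = 0.0438), although PKO-6 alone was called at 0.74. Compared directly, PKO was lower than rho0 by a log2 fold change of -0.76 for *Slc25a33* (standard error 0.17, edgeR adjusted p = 0.00558), while the differences of -0.47 for *Rrm2b* and -0.17 for *Rnaseh1* were not called (edgeR adjusted p = 0.0153 and 0.0654). The direct *Slc25a33* call was lost in 5 of the 12 fits that left out a library, with -0.80 to -0.70. These were the fits without rho0 replicate 1, 2 or 3 and those without PKO-1 replicate 1 or 2. Over all 25 alternatives this call was lost in 9. The change ranged from -1.09 to -0.49, the latter smaller in size than the threshold of 0.5. The direct *Rrm2b* difference was called without PKO-6 replicate 3, at -0.55.

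**Figure D2:**
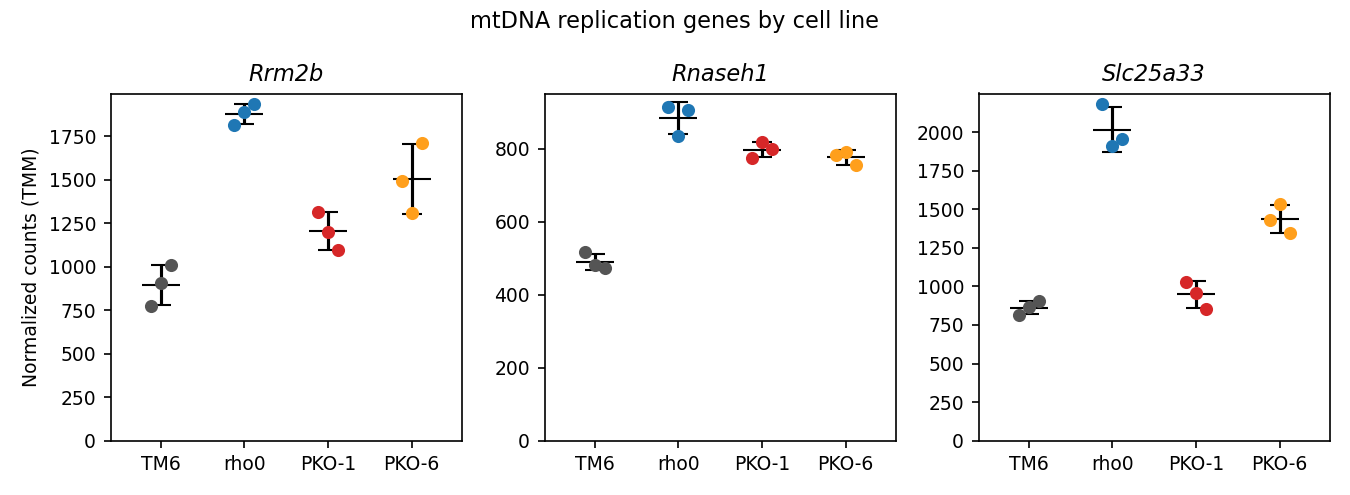
Normalized counts (vertical axes, from 0) of *Rrm2b*, *Rnaseh1* and *Slc25a33* in TM6, rho0, PKO-1 and PKO-6 MEFs. Each point is a library, the long horizontal line is the mean of 3 libraries and the bars are ± SD. In each panel the rho0 libraries sit above the TM6 libraries, with means of 1880 against 896, 885 against 490 and 2015 against 863, and the PKO means lie between them.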

Amongst pathways overrepresented by PKO and rho^0^ MEF DEGs (cluster 2) are cholesterol metabolic processes (FDR = 6.35 x 10^−13^), sterol metabolic processes (FDR = 6.35 x 10^−13^), lipid biosynthetic processes (FDR = 3.21 x 10^−11^), and secondary alcohol synthesis (FDR = 1.04 x 10^−12^), which were all reduced in both cell types (S2 Fig). 

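A list of 20 genes of the sterol synthesis pathway, compiled by hand and not taken from the DEGs of the study, was lower as a whole in both cell types. All 20 genes had negative log2 fold changes in rho0 and in PKO against TM6, with medians of -2.18 and -2.12, and limma's camera test gave adjusted p = 2.4e-37 and 2.6e-46 over these 2 tests. Camera uses a preset correlation between genes of 0.01, and both calls hold under limma's fry test, with adjusted p = 9.6e-10 and 5.9e-11. The medians were -2.18 in rho0, -2.16 in PKO-1 and -2.16 in PKO-6 when each line was fitted separately, and over all alternatives they ranged from -2.27 to -1.98 in rho0 and from -2.17 to -2.06 in PKO. Called genes numbered 19 in each comparison, the same number when adjusted over the list alone, and the exception in both was *Tm7sf2*, which shares a strand and part of its sequence with *Vps51*. *Hmgcs1* (chromosome 13, 119690351 to 119708260) fell from 18420 ± 996 normalized counts in TM6 to 3548 ± 23.3 in rho0, 3342 ± 223 in PKO-1 and 2243 ± 130 in PKO-6 (SD, n = 3 each), a log2 fold change of -2.38 in rho0 (standard error 0.19, edgeR adjusted p = 2.72e-06) and -2.72 in PKO (standard error 0.15, edgeR adjusted p = 1.21e-07). *Sqle* (chromosome 15, 59315092 to 59331193) fell from 14307 ± 484 to 3004 ± 239, 3196 ± 92.7 and 2766 ± 200, with log2 fold changes of -2.25 and -2.26. In the direct test of PKO against rho0, 2 genes of the list differed, *Hsd17b7* at 0.59 and *Ebp* at 0.53, and *Ebp* and *Nsdhl* lie on chromosome X, whose genes were lower as a set in rho0, PKO-1 and PKO-6.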

Cholesterol and sterol biosynthetic process repression is consistent with data from PNPase shRNA knockdown in melanoma cell lines, reported previously [52].

Pathways pertaining to neuronal function are overrepresented in PKO specific cluster 3 and include axonogenesis (FDR = 4.49 x 10^−3^), axon development (FDR = 4.74 x 10^−3^), and axon guidance (FDR = 4.74 x 10^−3^) (Fig 2D). We extracted specific genes belonging to the axonogenesis, axon development and axon guidance pathways identified in the ORA for analysis (Fig 3A and S1 Table). Among this list are genes involved in survival of neural cells such as *Bcl2* and *Artn* [55, 56], cell junction or adhesion such as *Vcl* and *Agrn* [57, 58], and cell migration such as *Reln*, *Robo3*, *Sema4d*, *Sema5*, *Wnt5a*, *Dag1*, *Robo1*, and *Fgfr2* [59–66]. 

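All 28 genes of Fig 3 were called in PKO against TM6, 14 higher and 14 lower, and each was called in the same direction in PKO-1 and in PKO-6 when the clones were fitted separately. The study chose the list on these samples, so neither count, nor that of 28 when adjusted over the list alone, is independent evidence. In rho0 against TM6, 9 of the 28 were called, 13 with 4 lines fitted separately, and 22 had the same sign of change as in PKO. *Bcl2* (chromosome 1, 106538176 to 106714290) had 1300 ± 110 normalized counts in TM6 and 2318 ± 149 in PKO (SD, n = 3 and n = 6), a log2 fold change of 0.83 (standard error 0.0739, edgeR adjusted p = 4.0e-06), and *Artn* (chromosome 4, 117926160 to 117929763) changed by -2.27 (standard error 0.36, edgeR adjusted p = 2.93e-04). *Vcl* (chromosome 14, 20929433 to 21033673) and *Agrn* (chromosome 4, 156165290 to 156197488) changed by -1.28 and 1.72 (standard errors 0.21 and 0.35, edgeR adjusted p = 3.75e-04 and 0.00169). *Reln* (chromosome 5, 21884454 to 22344705) had 0 counts in every TM6 library and a mean of 0.692 normalized counts in rho0, 11.0 in PKO-1 and 9.86 in PKO-6, and *Robo3* (chromosome 9, 37416045 to 37433175) had 2.17, 4.04, 13.1 and 48.6, so both rest on few reads. *Sema4d* (chromosome 13, 51701248 to 51793747) and *Sema5a* (chromosome 15, 32244813 to 32696341) rose in PKO by log2 fold changes of 1.27 and 1.08 (standard errors 0.14 and 0.15). *Wnt5a* (chromosome 14, 28505473 to 28525515), *Dag1* (chromosome 9, 108204861 to 108263958), *Robo1* (chromosome 16, 72663149 to 73046100) and *Fgfr2* (chromosome 7, 130162451 to 130266808) changed by -2.15, -1.06, -1.21 and -2.49 in PKO. With 1 library left out, the PKO call was lost for *Agrn* without TM6 replicate 2 (1.71) or 3 (1.67), for *Fgfr2* without TM6 replicate 2 (-2.48) or 3 (-2.49), and for *Robo3* without any of the 3 TM6 libraries, where edgeR adjusted p rose to at most 0.0136.

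**Figure D3:**
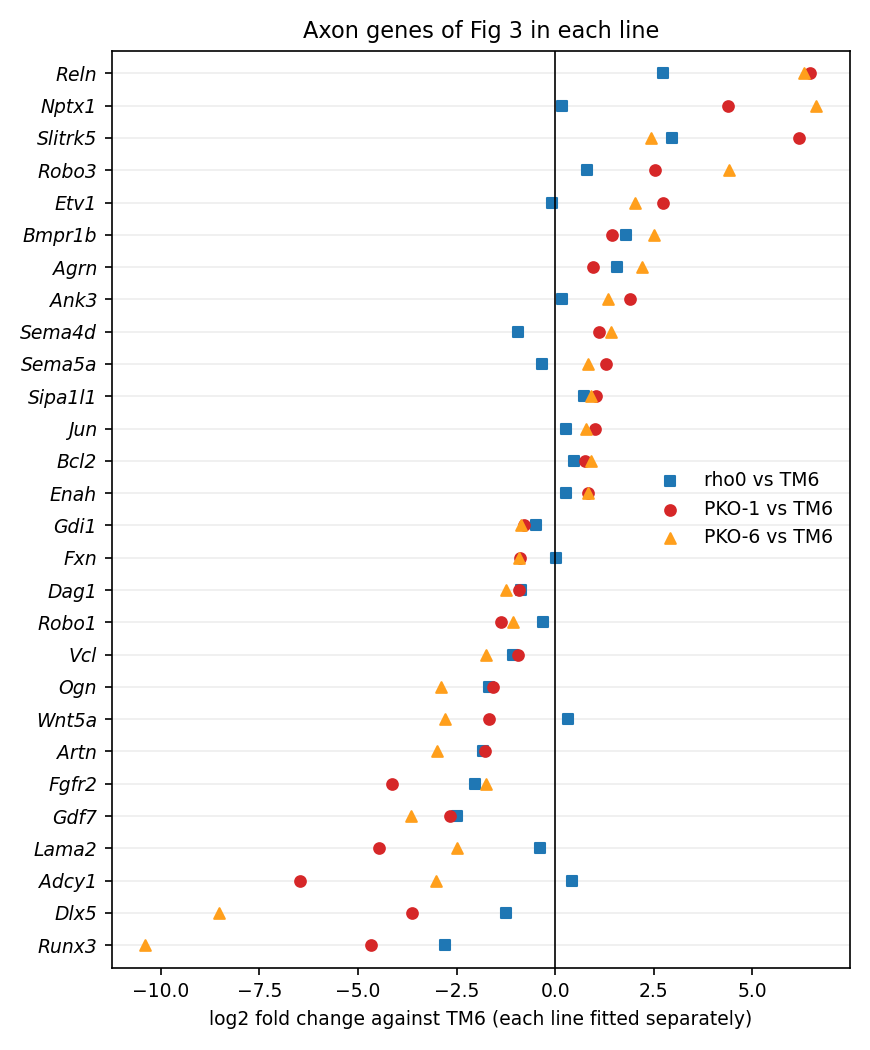
Log2 fold changes against TM6 MEFs (horizontal axis) of the 28 genes of Fig 3 in rho0 (blue squares), PKO-1 (red circles) and PKO-6 (orange triangles), each line fitted separately with 3 libraries. For each gene both clones lie on the same side of 0, while 22 genes have the same sign in rho0 as in PKO. *Reln*, *Robo3*, *Adcy1*, *Gdf7*, *Dlx5* and *Runx3* have a line at or near 0 counts, so how far out their points lie depends on the small count that the fit adds.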

Although this study uses MEFs, it is interesting to note that the change in these particular genes correlate with the lack of PNPase expression relative to their TM6 and rho^0^ MEF counterparts, since PNPase mutations are linked to delayed myelination, hearing loss, encephalomyopathy, gut disturbances, and chorioretinal defects in humans [45–50]. 

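Compared directly, 14 of the 28 genes of Fig 3 were called between PKO and rho0, 16 when adjusted over the list alone, and 20 had an unadjusted p below 0.05. The study placed these genes in its PKO cluster from the same libraries, so these counts are not independent evidence of a difference from rho0 either. Across all alternatives 12 to 20 were called, and 13 to 15 with each library left out in turn. When the clones were tested separately against rho0, 16 genes were called in the same direction in both. *Sema4d* was lower in rho0 than in TM6 and higher in PKO, with 209 ± 9.33 normalized counts in TM6, 108 ± 15.0 in rho0, 453 ± 26.5 in PKO-1 and 554 ± 39.9 in PKO-6 (SD, n = 3 each), and the log2 fold change of PKO against rho0 was 2.22 (standard error 0.15, edgeR adjusted p = 2.38e-06). *Sema5a* was higher in PKO than in rho0 by 1.40 (standard error 0.15, edgeR adjusted p = 7.0e-05), and its change in rho0 against TM6 of -0.32 was not called and became 0.05 with the chromosome medians removed. *Wnt5a* had 642 ± 54.9 normalized counts in TM6, 807 ± 14.9 in rho0, 199 ± 12.3 in PKO-1 and 91.3 ± 13.2 in PKO-6, a log2 fold change of -2.48 between PKO and rho0 (standard error 0.29, edgeR adjusted p = 1.04e-04). *Robo1* was lower in PKO than in rho0 by -0.91, and *Reln*, with the counts given above, was also called. *Artn*, *Vcl*, *Agrn*, *Dag1*, *Bcl2*, *Robo3* and *Fgfr2* were not called between PKO and rho0 with both clones pooled, at log2 fold changes of -0.45, -0.21, 0.15, -0.19, 0.36, 2.93 and -0.47. *Robo3* was called in 8 of 25 alternatives, among them 4 lines fitted separately, PKO-6 alone and the fits without PKO-1 replicate 1 or PKO-1 replicate 3, with 1.71 to 3.80 over all of them. For 4 others the pooled value hides clones with opposite signs against rho0. *Agrn* was -0.60 with PKO-1 alone and 0.64 with PKO-6 alone, both called. *Fgfr2* was -2.12 with PKO-1 alone, called as with 4 lines fitted separately (-0.92), and 0.28 with PKO-6 alone. *Artn* and *Vcl* were called with PKO-6 alone (-1.17 and -0.68) and not with PKO-1 alone (0.03 and 0.14). *Bcl2* and *Dag1* were called in no alternative, and *Dag1* changed sign with the chromosome medians removed (0.08). *Artn*, *Vcl*, *Agrn* and *Dag1* were called in rho0 against TM6 at -1.82, -1.07, 1.57 and -0.87, and the calls of *Artn*, *Vcl* and *Agrn* were lost when any TM6 or rho0 library was left out, with -2.00 to -1.72, -1.13 to -1.05 and 1.52 to 1.60. *Fgfr2* changed by -2.03 in rho0 against TM6, which was not called (edgeR adjusted p = 0.0273, 1.9e-11 to 0.175 over the alternatives) but was in 3 of 23 alternatives, among them 4 lines fitted separately. The rho0 change of *Bcl2*, 0.48, passed the threshold without TM6 replicate 2 or 3, at 0.51 in both. Between the clones 15 of the 28 genes differed, among them *Fgfr2* with a log2 fold change of -2.39 in PKO-1 against PKO-6 (standard error 0.0816, edgeR adjusted p = 2.5e-11) and *Agrn* with -1.24 (standard error 0.0699, edgeR adjusted p = 3.7e-09).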

Axonogenesis (FDR = 1.14 x 10^−3^) and axon development (FDR = 2.00 x 10^−4^) pathways are also overrepresented in genes shared between rho^0^ and PKO MEF DEGs (cluster 2). However, these axonogenesis and axon development pathway overrepresented genes (cluster 2) differ from genes in PKO MEF-specific cluster 3 for the same ontologies. Thus, both loss of PNPase and loss of mtDNA may contribute uniquely to neurologic pathologies in patients with PNPase mutations.

**Fig 3:**
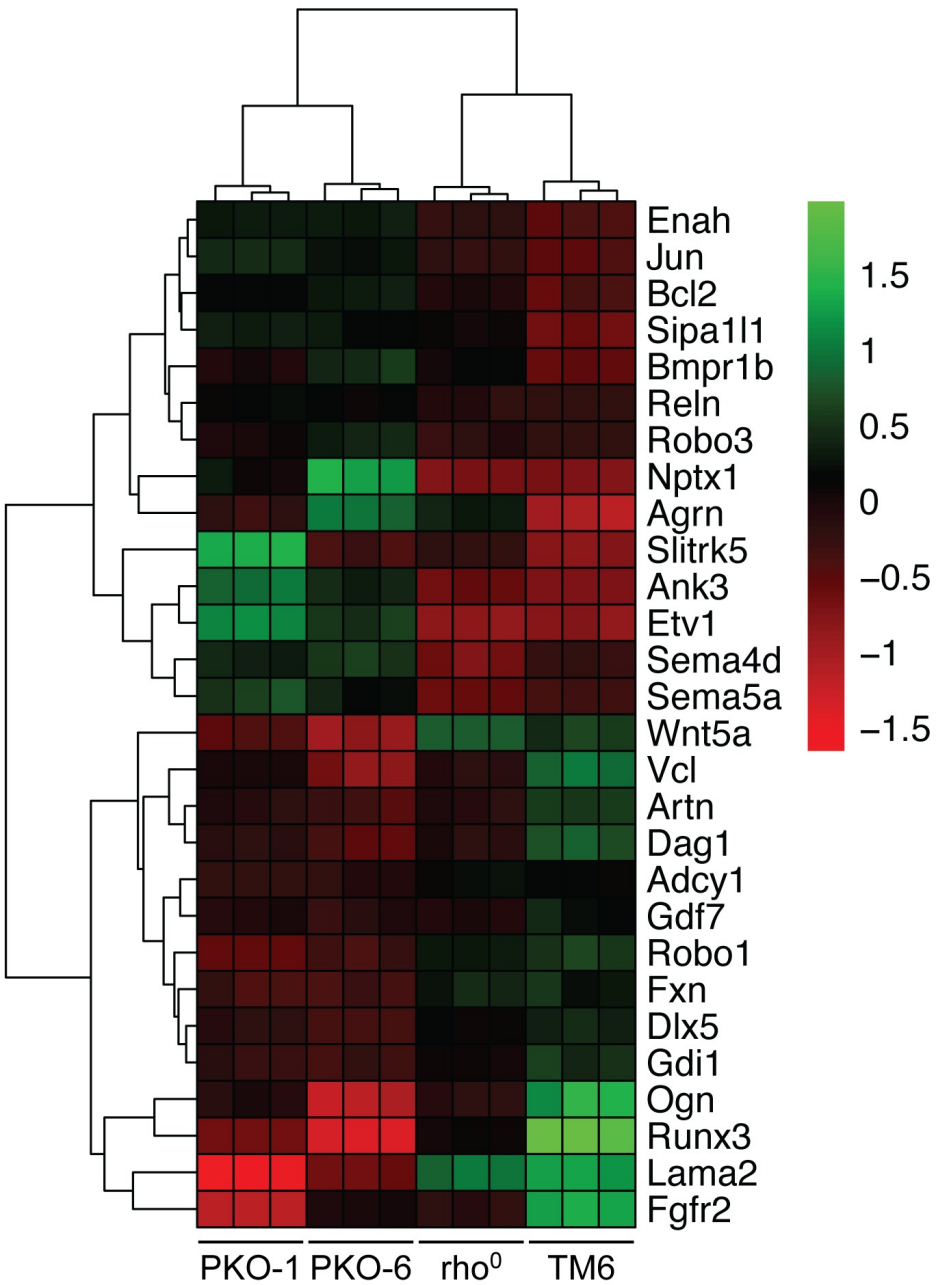
Heatmap of overrepresented neuronal function pathways in DEG cluster 3. Axonogenesis (GO:0007409), axon guidance (GO:0007411), and axon development (GO:0061564) genes overrepresented in cluster 3. Heatmap is hierarchically clustered based on Euclidean distance and Ward linkage. Heatmap values are plotted as the *variance stabilized transform* (VST) subtracted by the gene row average mean of samples. (n = 3 biological replicates, 12 total).

Because of the concordance in gene expression profiles between PKO and rho^0^ MEFs (Fig 2B), we examined cell growth, cell cycle progression, and metabolic features in these cell types. 

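Of 123 cell cycle genes in a list compiled by hand, 120 were tested, since the KEGG set itself was not used here. Across these genes, the log2 fold changes of PKO and of rho0 against TM6 correlated with a Pearson coefficient of 0.876 and a Spearman coefficient of 0.827, and 82.5% of the genes changed in the same direction. In the 50 simulations of unchanged groups compared with the same TM6 libraries, the Pearson coefficient over this list ranged from -0.01 to 0.912 (median 0.572) and the Spearman coefficient from 0.296 to 0.663. Of 100 random regroupings of the 12 libraries, which mix the lines, 20 gave a coefficient as large. With PKO-1 alone, the alternative that moved them most, the Pearson coefficient was 0.695 and the Spearman coefficient 0.633, both within the range of the simulated unchanged groups, in which PKO had 6 libraries. The Pearson coefficient was 0.856 to 0.891 with each library left out in turn. Genes are not independent replicates, so a p for the correlation does not count cultures. The median log2 fold change of the list was -0.24 in rho0, with 81 genes lower, and -0.07 in PKO, with 66 genes lower. DEGs made up 36 of the 120 genes in rho0 and 24 in PKO (37 and 23 when adjusted over the list alone), 17 were DEGs in both, and 8 differed between PKO and rho0 in the direct test.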

Genes implicated in mitotic progression (KEGG: MMU04110) show a strong positive correlation for rho^0^ and PKO relative to TM6 MEFs (Pearson Correlation Coefficient (PCC) = 0.86, *P* value < 2.2 x 10^−16^) (Fig 4A). Furthermore, given the importance of metabolism in cell growth and a key role for cholesterol biosynthesis in cell cycle progression, we assessed the correlation of metabolic gene expression between PKO and rho^0^ MEFs [67, 68]. Total metabolic gene sets (KEGG: MMU01100) showed similar positive correlations for PKO and rho^0^ expression profiles relative to TM6 (PCC = 0.79, *P* value < 2.2 x 10^−16^) (S3 and S4 Figs). 

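A list of 286 metabolic genes compiled by hand stood in for the KEGG set, which was not used here, and 284 of them were tested. Their log2 fold changes against TM6 correlated between PKO and rho0 across genes with a Pearson coefficient of 0.864 and a Spearman coefficient of 0.815. The simulated unchanged groups gave Pearson coefficients of 0.204 to 0.759 and Spearman coefficients of 0.387 to 0.631 for this list. The Pearson coefficient was 0.854 to 0.870 with each library left out in turn and 0.768 with PKO-1 alone. Of 100 random regroupings of the libraries, which mix the lines, 26 gave a coefficient as large. The direction of change was shared by 81.0% of the genes. The median log2 fold change was -0.25 in rho0, with 188 genes lower, and -0.12 in PKO, with 172 lower. DEGs numbered 116 in rho0 and 92 in PKO (118 and 96 when adjusted over the list alone), with 81 in both, and 25 genes differed between PKO and rho0 directly.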

We next assessed whether these correlated expression profiles show phenotypic similarity by measuring growth, or biomass accumulation, rates for TM6, rho^0^, and PKO MEFs using a quantitative phase microscopy (QPM) technique called live cell interferometry (LCI) [69]. As anticipated, rho^0^ MEFs grew much slower than TM6 MEFs, and PKO clones accumulated biomass as slowly as rho^0^ MEFs (Fig 4B). LCI quantification revealed a mean growth rate for TM6 and rho^0^ MEFs of 3.3% (SD ± 3.5%) and 1.7% (SD ± 2.7%) of normalized cell biomass per hour, respectively, with a *P* value of 4.7 x 10^−10^ (Fig 4B). PKO-1 and PKO-6 showed a mean growth rate of 1.7% (SD ± 2.0%) and 2.4% (SD ± 1.6%) of normalized cell biomass per hour, respectively, and with *P* values compared to the TM6 growth rate of 6.49 x 10^−12^ and 5.54 x 10^−5^, respectively (Fig 4B). Furthermore, cell proliferation studies supported LCI quantified growth rate profiling data in that rho^0^, PKO-1 and PKO-6 cells replicated much slower than TM6 MEFs (Kruskal Wallis *P* value = 0.0137) (Fig 4C). Finally, cell cycle analysis by flow cytometry revealed a trend in which PKO and rho^0^ MEFs have a lower proportion of cells in S phase compared to TM6 MEFs (Fig 4D). The mean percentage of the cell population in S phase is 51.6% (SD ± 1.36%) for TM6 MEFs, 47.3% for rho^0^ MEFs (SD ± 6.80%), 43.1% (SD ± 1.25%) for PKO-1 cells, and 44.3% (SD ± 7.84%) for PKO-6 cells. The proportion of cells in S phase is significantly reduced in the PKO-1 clone relative to TM6 (*P* value = 0.05) and trending towards a decrease between PKO-6 clone and TM6 (*P* value = 0.10), supporting a decrease in S phase for PKO cells (Fig 4D). The difference in cell cycling characteristics is easier to appreciate in the flow cytometry profiles of PKO-1 and PKO-6 MEFs, which resemble rho^0^ MEFs, whereas the TM6 MEF flow profile has a distinct shape from the others (Fig 4E). Thus, integrated RNA-Seq, QPM, proliferation, and cell cycle analyses clearly show that PKO MEFs resemble rho^0^ MEFs that do not respire.

**Fig 4:**
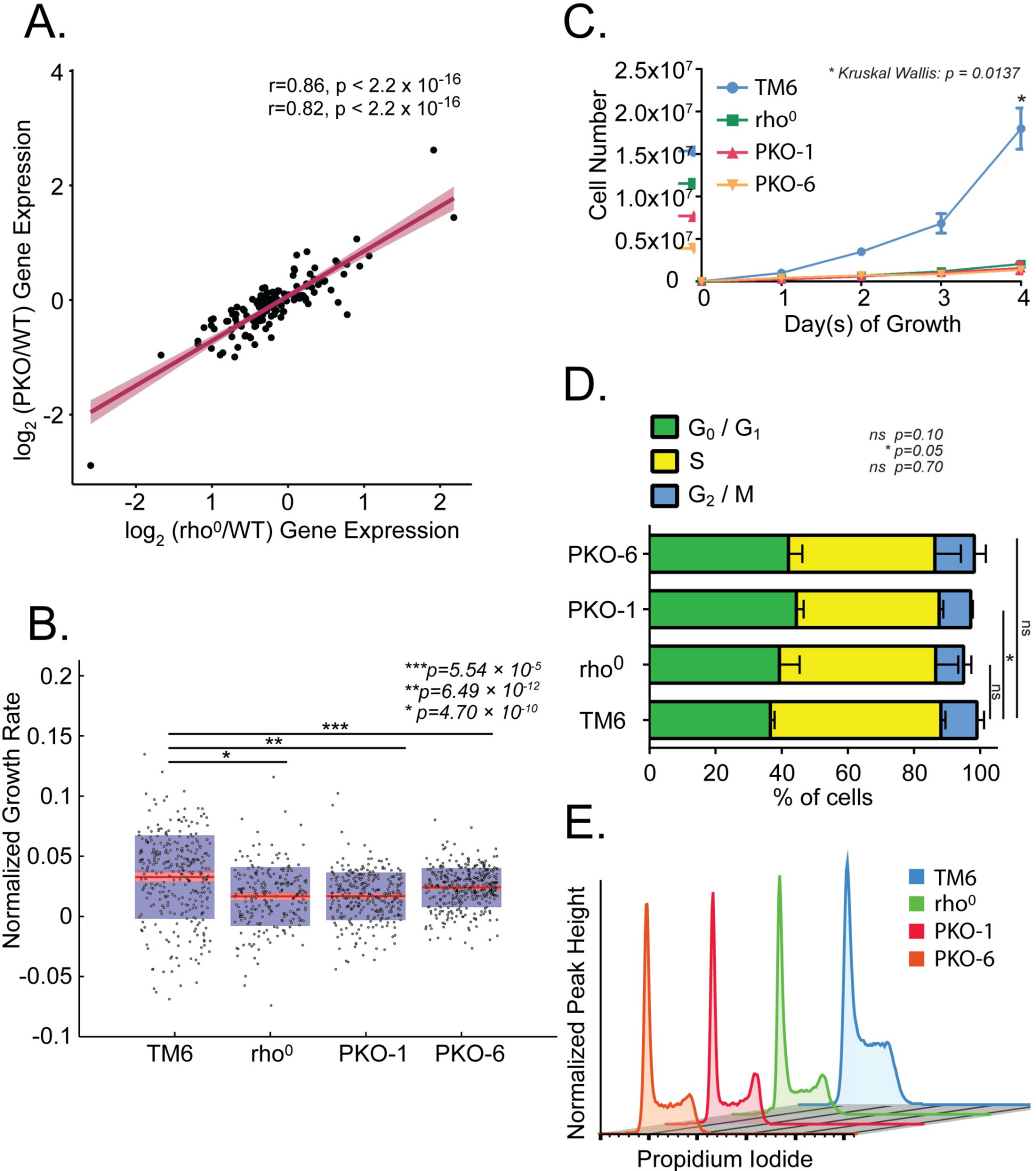
PKO and rho^0^ MEFs have similar cell growth, cell cycle and metabolic gene expression profiles. (A) Scatterplot of mitotic gene expression changes between PKO (y-axis) and rho^0^ (x-axis) MEFs with respect to TM6 MEFs (calculated as log_2_ fold-change) (n = 3 biological replicates per line, 12 total). Linear regression lines were fit and Pearson (top value) and Spearman (bottom value) correlation coefficients were calculated with accompanying *P* values calculated using two-tailed *t* significance tests. Gene sets were derived from KEGG database cell cycle ID MMU04110. (B) Growth (biomass accumulation) rates for TM6, rho^0^, PKO-1, and PKO-6 cells were quantified by live cell interferometry (TM6 n = 308, rho^0:^ n = 233, PKO-1: n = 303 PKO-6: n = 364). (Median = red stripe, 95% confidence interval = pink region ± SD = purple region. (C) Proliferation of TM6, rho^0^, PKO-1 and PKO-6 MEFs by manual cell counting (n = 3, ± SD). (D) Stacked barplots of phases of the cell cycle in percentage distributions for TM6, rho^0^, PKO-1, and PKO-6 MEFs (n = 3, ± SD). (E) Representative flow cytometry profiles for TM6, rho^0^, PKO-1, and PKO-6 MEFs. DNA was stained with propidium iodide.

### PKO in inner ear hair cells causes progressive hearing loss

The PNPase E475G mutation results in hereditary hearing loss [45]. We therefore examined PKO for physiological relevance by examining auditory effects in vivo using *Pnpt1*^*fl/fl*^ *x Atoh1-Cre* expressing mice (*Atoh1*-Cre PKO mice). *Atoh1* encodes a transcription factor of the basic helix-loop-helix family involved in hair cell differentiation, and *Atoh1*-Cre expression in *Pnpt1*^*fl/fl*^ mice results in knockout of PNPase in the inner ear hair cells [70]. Auditory brainstem recordings of *Atoh1*-Cre PKO mice showed progressive hearing loss especially at higher frequencies. Up until 4 weeks of age both control and *Atoh1*-Cre PKO mice showed similar hearing capacities between 4 kHz and 16 kHz (S5 Fig). However, even at 3 weeks of age, the hearing capacity of *Atoh1*-Cre PKO mice above 16 kHz was reduced compared to control mice (S5 Fig). By week 4, the lowest level of hearing for 4 weeks of age *Atoh1*-Cre PKO mice in the high frequency range at 32 kHz was above 78 db in contrast to 39 db for 3 weeks of age control mice (*P* value = 0.0238) (S5 Fig). Scanning electron microscopy (SEM) images of inner ear hair cell stereocilia show loss of cilia (yellow arrow) and stereocilia fusions (red arrow) in the middle turn and base of the cochlea that are responsible for hearing in the middle and high frequencies, respectively (S5 Fig). Overall, hearing impairment observed in *Atoh1*-Cre PKO mice recapitulates the hearing loss observed in PNPase mutation harboring patients and emphasizes the association of PNPase with sensorineural defects.

## Discussion

We report that loss of PNPase, an RNA degrading enzyme that localizes in mitochondria, results in unanticipated depletion of the mitochondrial genome. Transcriptome profiling of PKO MEFs correlates significantly with rho^0^ MEFs and exhibits reduced expression of cholesterol and lipid biosynthesis genes compared to control wild-type TM6 MEFs. Cell growth, proliferation, and cell cycle features are similar between PKO and rho^0^ MEFs, suggesting a role for PNPase in maintaining mtDNA. We speculate that PNPase loss-related changes in gene expression programs pertaining to axon function could suggest a link with reported mutant PNPase neuronal disease phenotypes in humans, including familial hearing loss. Modeling PNPase loss in mouse inner ear hair cells leads to progressive auditory loss, reinforcing a potential connection uncovered from mining gene expression profiling data presented here.

Since PNPase does not belong to any of the previously identified classes of genes associated with mtDNA maintenance defects, it seems surprising that PKO results in mtDNA loss. Deletions and mutations of genes involved in mtDNA replication and repair (*POLG*, *TWNK*, *TFAM*, *RNASEH1*, *LIG3* and *MGME1*), cytosolic and mitochondrial nucleotide pool regulating and import genes (*TK2*, *DGUOK*, *SUCLA2*, *SUCLG1*, *ABAT*, *TYMP*, *RRM2B*, *AGK*, and *MPV17*), along with mitochondrial dynamics genes (*OPA1* and *FBXL4*), all result in mtDNA loss [71, 72]. Thus, it is intriguing to speculate on how PNPase may regulate the maintenance of mtDNA in a cell.

We hypothesize several potential reasons why lack of PNPase results in loss of mtDNA. Impaired import of small non-coding RNAs from the cytosol may reduce levels of nucleus-encoded *MRP* RNA that is required for mtDNA replication. Accumulation of mirror mtRNAs occurs in PNPase knockdown cells and in cells expressing dominant negative hSUV3, the binding partner of PNPase. Therefore, it is also possible that accumulation of mirror mtRNAs may somehow inhibit replication of mtDNA. Furthering this idea are studies that report that loss of hSUV3 in human cells and mSUV3 +/- haploinsufficiency in mice result in decreased mtDNA copy numbers and increased mtDNA mutations [31, 36, 73, 74]. PNPase functions in DNA repair in bacterial systems [24] and mammalian PNPase may have a similar function in mitochondria. We also cannot exclude that the loss of mtDNA may be a result of long-term dysregulated mtRNA metabolism. Although the mechanism(s) for how PNPase maintains mtDNA warrants further investigation, it nevertheless is interesting that PKO causes cells to functionally assume a rho^0^ phenotype.

We note that individuals with different mutations in *PNPT1* display a reduction in ETC function in specific tissues, yet their mtDNA is mostly retained [46, 47, 75, 76]. In particular, patient fibroblasts with heterozygous *PNPT1* c.227G>A; p.Gly76Asp and c.574C>T; p.Arg192* mutations [49] showed decreased oxygen consumption, and c.760C>A; p.Gln254Lys and c.1528G>C; p.Ala510Pro mutations have been linked to a decrease in *MT-CO1 and MT-CO2* encoded Complex IV protein levels [46]. Homozygous mutations of c.1160A>G; p.Gly387Arg also result in decreased Complex III and Complex IV activities in liver homogenates [47]. While these patients do present with severe respiratory chain defects, these observations do not compare with the abolishment of respiration in our PKO system (Fig 1D), where complete loss of mtDNA likely abrogates any capacity to establish a functional ETC for supporting cell respiration. Additionally, the minimal yet present levels of ETC protein and ATP production in several patients indirectly suggests that these patients still possess mtDNA [46, 76]. Unfortunately, only one study amongst the reported PNPase mutant patient analyses provide mtDNA level measurements. In homozygous *PNPT1* c.1160A>G; p.Gly387Arg patient derived fibroblasts, the mtDNA levels were decreased by 58% relative to the control, but this extent of decrease is not considered significant due to the large variability in control mtDNA levels [47]. PNPase protein expression levels vary amongst different PNPase mutations expressed in assessed patient tissues [45–48, 75, 76]. We suggest that even the minimal presence of mutant PNPase in these various patients may allow for a low amount of PNPase activity that can support the maintenance of mtDNA at reduced but functional levels. Therefore, the extent of mtDNA loss and ETC activity decrease is much more severe in the PKO MEF system compared to mutant PNPase patients, likely due to the complete loss of PNPase protein levels in PKO MEFs.

PNPase regulates oxidative phosphorylation during reprogramming of somatic cells to induced pluripotent stem cells and is an essential factor for maintaining mitochondrial homeostasis [26, 43, 44]. Understanding the specific functions of PNPase may reveal how RNA regulation may affect cellular metabolism. Here, we established PKO MEF lines utilizing uridine supplemented media and show that PKO cells lose their mtDNA. This brings a new perspective to PNPase activity and suggests that mtDNA levels are important to consider when dissecting PNPase functionality. Lastly, PNPase loss impairs neuron-relevant gene expression even in non-neuronal cell types and the Atoh1-Cre PKO mice show reduced hearing through auditory brainstem recording analysis. Altogether, our study describes an additional unsuspected function for PNPase in mtDNA maintenance, which could provide an underlying or unifying connection for its large number of reported activities in multiple biological systems and contexts.

## Materials and methods

### Cell culture and mice

*Pnpt1*^*fl/fl*^ MEFs, named TM6 [27], were grown at 37°C and 5% CO_2_ in Dulbecco’s Modified Eagle Medium supplemented with 10% Hyclone Fetal Bovine Serum (Thermo Scientific), 1X penicillin-streptomycin solution (Cellgro, Corning), and 50 μg/mL uridine (Sigma-Aldrich). MEF rho^0^ cells were established by culturing with 750 ng/mL ditercalinium dichloride dihydrochloride (NCI DCTD Developmental Therapeutics Program, NSC 335153, NIH), for 3 weeks followed by single cell colony isolation. PKO MEF lines were established by transduction of TM6 MEFs with a Cre-recombinase expressing adenovirus (SignaGen Laboratories cat # SL100707) in uridine- supplemented media, followed by isolation of single cell colonies. Atoh1-Cre PKO mice were established by crossing *Pnpt1*^*fl/fl*^ C57BL/6J mice with *Atoh1-Cre* transgenic C57BL/6J mice [70, 77]. All mice were housed in a pathogen-free animal facility at IUPUI, and the study was approved by the University of Minnesota Institutional Animal Care and Use Committee. Mouse experiments were designed and performed according to Animal Research: Reporting In Vivo Experiments (ARRIVE) guidelines, developed by the National Centre for the Replacement, Refinement & Reduction of Animals in Research (NC3Rs) guidelines.

### Characterization of PKO MEFs

Western blots were performed using standard molecular biology practices. PNPT 3370 antibody (Koehler/Teitell Labs) and β-tubulin MMS-410P (Covance) were used for immunoblotting. Assessments of mtDNA quantity were performed by TaqMan qPCR assay using mouse *Rnr1* probe (Thermo Scientific Mm04260177_s1), mouse *Nd3* probe (Thermo Scientific Mm04225292_g1), mouse *Cox1* probe (Thermo Scientific 4448484), mouse *Tfrc* probe (Thermo Scientific 4458366) and Amplitaq Gold 360 Master Mix (Thermo Scientific 4398881). DNA was extracted from proteinase K digested and RNase A treated samples through aqueous phase separation using phenol/chloroform/isoamyl alcohol. The resulting DNA was suspended in TE buffer, normalized to 20 ng/μL across samples, pooled, and serially diluted for standard curve generation in comparison to a no-template control. Biological triplicates of each sample were split into technical triplicates, and subsequently loaded on a Roche LightCycler 480 II (Roche 050152278001), with one preincubation cycle at 95°C for 10 min, followed by 45 amplification cycles at 95°C for 15s, to 60°C for 1 min. Raw cycle threshold (Ct) values were extracted for each well, averaged across technical replicates, and ΔCt values calculated for each experimental (*Rnr1*, *Nd3*, *Cox3*) and housekeeping gene (*Tfrc)*. ΔΔCt values were calculated for each pairwise condition replicate and 2^ΔΔCt^ transformed to generate an expression fold change relative to *Tfrc*. Expression fold changes per comparison were averaged and plotted using GraphPad Prism 6 (GraphPad Software, Inc.). Fluorescence microscopy images were obtained from cells treated with Mitotracker Red CMXRos (Thermo Scientific) and PicoGreen dye (Thermo Scientific). OCR and ECAR measurements were performed as previously described [78]. The following primers were used to check for the presence of *Pnpt1* exon 2 in the genome DNA: forward primer: TATCCTCTGGGAAACTGGCA, reverse primer: ATTCGTACTGCCCCAACAGG. The following primers were used to check for the deletion of exon 2 in *Pnpt1* that spans the exon 2 region: forward primer: TCGGGCACTCAGCTATTTGC, reverse primer: CACCAACGGCATGAATTGGG. The following primers were used to check for the presence of the 3’ end of *Pnpt1*: forward primer: ACCGCGACAATAACTGAAATC, reverse primer: GCAGCACTGCAGTCATGTTT.

### Seahorse extracellular flux analysis

Oxygen consumption rate (OCR) and extracellular acidification rate (ECAR) were measured as previously described [78]. We plated 20,000 cells/well in a XFe96 microplate (Seahorse Bioscience). Oligomycin (ATP synthase inhibitor) was injected at 1.5μM, FCCP (uncoupling agent) was injected at 0.5μM followed by a secondary injection of 0.9μM, and Antimycin A plus Rotenone (inhibitors of Complex III and I, respectively) were injected at 2μM each. Results were normalized per 10^3^ cells per well using the Operetta High Content Imaging System (PerkinElmer, Inc.).

### RNA extraction

TM6, rho^0^ MEFs, and PKO clones were grown in biological triplicates to 70–80% confluence and purified using TriZol Reagent (Life Technologies) or RNeasy Mini Kit (Qiagen). All samples used showed a A260/280 ratio > 2.00 (Nanodrop; Thermo Scientific). Prior to library preparation, RNA quality control was performed using the Advanced Analytical Technologies Fragment Analyzer (Advanced Analytical, Inc.) and PROSize 2.0.0.51 software. RNA Quality Numbers (RQNs) were computed per sample with a final score of 10.0 indicating fully intact total RNA per sample prior to library preparation.

### RNA-Seq library preparation

Strand-specific ribosomal RNA (rRNA) depleted RNA-Seq libraries were prepared from 1 **μg** of total RNA using the KAPA Stranded RNA-Seq Kit with Ribo-Erase (Kapa Biosystems, Roche). Briefly, rRNA was depleted from total RNA samples, the remaining RNA was heat fragmented, and strand-specific cDNA was synthesized using a first strand random priming and second strand dUTP incorporation approach. Fragments were then A-tailed, adapters were ligated, and libraries were amplified using high-fidelity PCR. All libraries were prepared in technical duplicates per sample (n = 12 samples, 24 libraries total), and resulting raw sequencing reads merged for downstream alignment and analysis. Libraries were paired-end sequenced at 2x125bp on an Illumina HiSeq.

### RNA-Seq pre-processing

PKO clones 1 and 6, rho^0^, and TM6 MEFs were each sequenced in biological triplicates (n = 3, 12 total samples). Raw sequencing reads were converted into fastq files and filtered for low quality reads and Illumina sequencing adapter contamination using bcl2fastq (Illumina). Trimmed reads were then aligned to the *Mus musculus* transcriptome, generated using the NCBI mm10 (NCBI/mm10/GRCm38, December 2011) genome and RefSeq gene annotation, using RSEM 1.2.25 prepare-reference (command parameters—bowtie—bowtie2—gtf $(BUILD)/genes.gtf $(GENOME).fa $(RSEM)) [79]. Transcript counts were estimated using RSEM 1.2.25 calculate-expression, and collapsed to gene level counts using RSEM 1.2.25 tbam2gbam [79]. Gene-level transcript counts were extracted from the results output using custom R/3.4.1 scripts.

### Differential gene expression analysis

The resulting sample gene count matrix was size factor normalized and analyzed for pairwise differential gene expression using R/3.4.2 Bioconductor 3.6 package DESeq2 v1.18.1. Expression changes were estimated using an empirical Bayes procedure to generate moderated fold change values [80, 81]. Significance testing was performed using the Wald test, and resulting *P* values were adjusted for multiple testing using the Benjamini-Hochberg procedure [82]. DEGs were filtered using an adjusted false discovery rate (FDR) *q* value < 0.01 and an absolute log_2_ transformed fold-change > 0.5. *Variance stabilized transform* (VST) values in the gene count matrix were calculated and plotted for principal component analysis (PCA) using DESeq2 [80, 81]. Scatterplots of gene expression fold-changes between TM6, rho^0^ and PKO MEFs were performed and Pearson/Spearman correlation coefficients calculated using R/3.4.1 package ggpubr v0.1.6 (https://cran.r-project.org/web/packages/ggpubr/index.html). Genes of interest were extracted and heat maps were prepared using R Bioconductor packages pheatmap v1.0.8 and gplots v3.0.1 [83, 84].

### Gene set overrepresentation analysis (ORA)

DEGs were extracted and analyzed for pathway/gene ontology (GO) term overrepresentation using the R/3.4.1 Bioconductor 3.6 package clusterProfiler v3.6.0 and ReactomePA v1.22.0, using a background gene set of all genes expressed with at least one read count in the sample gene count matrix [85, 86]. Overrepresented Reactome/KEGG pathways and GO terms were identified using significance testing cutoffs of *P* < 0.05, and an adjusted FDR < 0.25.

### Rank-rank hypergeometric overlap analysis (RRHO)

To determine overlapping significance between PKO and rho^0^ expression patterns relative to TM6, rank-rank hypergeometric overlap was performed using the online web server (http://systems.crump.ucla.edu/rankrank/rankranksimple.php)) [87]. Separate gene ranking lists were constructed according to the signed log_10_ transformed Wald test *q* value in fold change comparisons between PKO/TM6 and rho^0^/TM6. Hypergeometric testing was then performed to determine the significance of overlap between ranks in both datasets. Heat map values were plotted as the signed log_10_ transformed hypergeometric *P* value of overlap between ranks at the identified pixel; high values indicate enrichment of overlap, low values indicate reduced enrichment of overlap.

### Live cell interferometry (LCI)

Cells were plated into each well of an Ibidi 4 well Ph+ μ-slide (Ibidi, USA) at a density of 6 x10^3^ cells/cm^2^. 24 hours later, Ibidi anti-evaporation oil (Ibidi, USA) was added to seal the liquid opening of each well and loaded onto the LCI stage. All 4 wells were imaged continuously, every 10 minutes for 24 hours with 15–20 locations per well. The LCI set up consists of a Zeiss Axio Observer Z1 inverted microscope, an on-stage incubation chamber (Zeiss) with temperature, CO_2_ and humidity modulations. QPM images were captured by a SID4BIO (Phasics) quadriwave lateral shearing interferometry camera. All cells were imaged using a 20x 0.4NA objective and a 660nm collimated LED (Thorlabs) light source.

### Cell cycle flow cytometric analysis

Cells (~5 x 10^5^) were collected, washed once with 500 μl FACS buffer and resuspended in 200 μl hypotonic propidium iodide staining solution containing 10 mg/ml RNAse, 10% Triton X-100, 85 mg/ml trisodium citrate and 2 mg/ml PI (Roche). Data was obtained on FACS BD LSRII and FACS BD Fortessa flow cytometers (BD Biosciences). Cell cycle analysis was performed with FlowJo 10 software using the univariate model.

### Auditory brainstem response (ABR)

ABR waveforms were collected for frequencies between 4 kHz and 32 kHz at half-octave intervals, starting at supra-threshold levels and decreasing in 5 dB steps to a sub-threshold level. A Tucker-Davis Technologies System 3 was used to generate symmetrically shaped tone bursts 1 ms in duration with 300 μs raised cosine ramps that were delivered to a calibrated magnetic speaker. For this assay, n = 3 heterozygous control mice at 3 weeks (1 female, 2 male), n = 2 *Atoh1*-Cre PKO mice at 3 weeks (2 females) and n = 2 *Atoh1*-Cre PKO mice at 4 weeks (2 females) were analyzed. Mice were anesthetized with Avertin and scalp potentials were recorded with subdermal electrodes, with signals amplified 20,000 times, bandpass filtered between 0.03 and 10 kHz, digitized using a 20,000 kHz sampling rate and subjected to artifact rejection. Stacked waveforms were compared and the lowest level of stimulation that evoked an unambiguous ABR waveform was designated as the threshold.

### Scanning electron microscopy (SEM)

Mouse cochlea were dissected and fixed in 2.5% glutaraldehyde in 0.1 M sodium cacodylate buffer with 1 mM CaCl_2_ by perfusing dissected cochlea through the round and oval windows followed by incubation in the same solution at RT for 4 h. Following decalcification in 170 mM EDTA at 4°C for 16 h, the organ of Corti was dissected and processed for SEM as described [88]. Briefly, tissues were successively incubated in 2% each arginine, glycine, glutamic acid and sucrose in water, 2% each tannic acid and guanidine-HCl in water and then 1% osmium tetroxide. Samples were critical point dried from CO_2_ and sputter coated with platinum before viewing on a cold field emission SEM (Hitachi S4700). SEM images were taken using 1 male *Pnpt* ^*fl/+*^ *Cre*^*-*^ mouse at 6 weeks of age, and 2 female *Atoh1*-Cre PKO mice at 6 weeks of age. Mice were anesthetized with Avertin and euthanized via cervical dislocation.

### Statistical analysis

Statistical analysis performed for live cell interferometry and sequencing experiments are described in the above specified methods and figure legends. All other experiments were analyzed using GraphPad Prism 6.07 (GraphPad Software Inc.), reporting mean ± standard deviation (SD) for all conditions. *P* values reported for cell growth and ABR assays were calculated using a non-parametric Kruskal-Wallis ANOVA test. Pairwise *P* values reported for Seahorse extracellular flux and cell cycle distribution analyses were calculated using the non-parametric Mann-Whitney test. All significance testing was performed with a significance cutoff of *P* value < 0.05.

### Accession numbers

All raw RNA-Seq reads and processed gene count matrices were submitted to the NCBI Short Read Archive (SRA) and Gene Expression Omnibus (GEO), respectively, under GEO Accession number GSE111668.

## Supporting information

S1 Fig Immunofluorescence images of PKO cells show loss of mtDNA (related to Fig 1). Fluorescence microscopy of TM6, rho^0^, and representative PKO (PKO-4) MEF cell lines with PicoGreen staining for double-stranded DNA (left), MitoTracker Red (center), and an overlay (right).
(TIF) Click here for additional data file.

S2 Fig Heatmaps of select overrepresented pathways in DEG clusters (related to Fig 2D). (A) Heat map of mtDNA replication genes (GO:0006264) overrepresented in cluster 1. (B) Cholesterol metabolic (GO:0008203), sterol metabolic (GO:0016125), lipid biosynthetic (GO:0008610), and secondary alcohol synthetic (GO:1902652) processes overrepresented in cluster 2.
(TIF) Click here for additional data file.

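A list of 20 genes of fatty acid synthesis, also compiled by hand, covers a further part of lipid synthesis. Its median log2 fold change was -0.76 in rho0 against TM6, with 17 genes lower and 14 called, and -0.94 in PKO against TM6, with 16 genes lower and 16 called, the same numbers when adjusted over the list alone. Limma's camera test gave p = 1.9e-06 for rho0 and 1.2e-13 for PKO, not adjusted, and the fry test 5.3e-08 and 4.0e-10.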

S3 Fig PKO and rho^0^ MEFs show highly correlated metabolic gene expression profiles (related to Fig 4). Metabolic gene expression changes between PKO (y-axis) and rho^0^ (x-axis) MEFs with respect to TM6 MEFs (calculated as log_2_ fold-change) (n = 3 biological replicates per line, 12 total). Linear regression lines were fit and Pearson (top value) and Spearman (bottom value) correlation coefficients were calculated with accompanying *P* values calculated using two-tailed *t* significance tests. Gene sets were derived from KEGG database metabolic ID MMU00100.
(TIF) Click here for additional data file.

S4 Fig PKO and rho^0^ MEFs show highly correlated gene expression profiles within specific metabolic pathways (related to Figs 3 and 4). Scatterplot of metabolic gene expression values between PKO (y-axis) and rho^0^ (x-axis) MEFs with respect to TM6 MEFs (calculated as log_2_ fold-change) (n = 3 biological replicates per line, 12 total). Linear regression lines were fit and Pearson (top value) and Spearman (bottom value) correlation coefficients were calculated with accompanying significance *P* values calculated using two-tailed *t* significance tests. Gene sets were derived from the KEGG database under the identification numbers indicated above each plot.
(TIF) Click here for additional data file.

S5 Fig Loss of PNPase results in hearing loss. (A) Auditory brainstem response test for WT (black) (n = 3) and Atoh1-Cre PKO mice (red) at 3 weeks (n = 2) and 4 weeks (n = 2), error bars denotes standard error of mean. (B) SEM analysis of hair cell stereocilia (n = 2). Yellow arrows indicate regions that lack cilia, and red arrows indicate regions of stereocilia fusion.
(TIF) Click here for additional data file.

S1 Table List of DEGs and overrepresented gene ontologies (related to Figs 2, 3, 4A, S2, S3 and S4). (A) List of DEGs identified between rho^0^ and TM6 MEFs. (B) List of DEGs identified between PKO and TM6 MEFs. (C) List of PKO-specific DEGs, shared DEGs, and rho^0^-specific DEGs. (D) Results of GO overrepresentation analysis (ORA) performed on DEG clusters in (C).
(XLSX) Click here for additional data file.

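This part of S1 Table lists 1629 genes, 688 higher and 941 lower in rho0 than in TM6, by the paper's DESeq2 test. By symbol, 1626 of them matched a gene of the deposited counts, and 1624 were also called by the edgeR test described above, in the same direction. The log2 fold changes of the table correlated across the matched genes with those of a DESeq2 fit to the deposited counts with a Pearson coefficient of 0.999998.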

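For PKO against TM6 the table lists 1527 genes, 714 higher and 813 lower in PKO. Of these, 1523 matched a gene of the deposited counts, 1517 were also called by the edgeR test, and 1518 changed in the same direction. The correlation with the log2 fold changes of the DESeq2 fit was 0.999997.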

## Abbreviations

DEG: differentially expressed gene
ETC: electron transport chain
FDR: false discovery rate
LCI: live cell interferometry
mtDNA: mitochondrial DNA
mtRNA: mitochondrial RNA
OXPHOS: oxidative phosphorylation
PCA: principal component analysis
PNPase: polynucleotide phosphorylase
PKO: PNPase knockout
RNA-Seq: RNA sequencing
GO: gene ontology
ORA: overrepresentation analysis
RT-PCR: reverse transcriptase-polymerase chain reaction
QPM: quantitative phase microscopy
SEM: scanning electron microscopy
MEF: mouse embryonic fibroblast
ECAR: extracellular acidification rate
OCR: oxygen consumption rate

How the deposited data were processed for this re-analysis (not part of the article)

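RNA-seq data of 12 libraries were re-analysed: 3 biological replicates each of TM6, rho0, PKO-1 and PKO-6 MEFs. The authors depleted total RNA of ribosomal RNA, made strand-specific libraries in technical duplicate, sequenced paired ends and merged the duplicates. The deposited values are expected counts (estimated counts, not normalized), which the authors made with RSEM and bowtie2 against RefSeq transcripts of mouse genome mm10 (GRCm38), per transcript in each library and collapsed to genes in the table of the series. The gene table was used, with values for 24453 genes, of which 18752 had a count in at least 1 library, and 12.5% of its values had decimals, so counts were rounded to whole numbers. Sums over the transcripts of the per-library values differed from the gene table by at most 0.04 counts. Totals per library were 47164860 to 67991378 counts (median 55405646), and *Rn45s* held 12.2% to 19.6% of them. The values hold 0 entries encoded by mtDNA, so mtDNA-encoded RNA was not analysed here.

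Tests were run in R 4.3.3 with edgeR 4.0.16: filterByExpr with a minimum count of 10 left 14026 genes, TMM scaled the libraries, and the quasi-likelihood test compared groups in a fit of 3 groups (TM6, rho0 and PKO). The comparisons were rho0 against TM6, PKO against TM6, PKO against rho0, and, in a fit of 4 lines, PKO-1 against PKO-6. The Benjamini-Hochberg method adjusted p over all tested genes, and genes with an adjusted p below 0.01 and an absolute log2 fold change above 0.5 were called. The standard error of a log2 fold change is its size divided by the square root of the test's F statistic. Where all libraries of a group had 3 counts or fewer, normalized counts are given in place of a fold change. RRHO used a step of 100 genes, and the principal components used DESeq2 1.42.0's variance stabilized values of 500 genes. Gene lists were tested with limma 3.58.1, by camera with a preset correlation of 0.01 and by fry. The lists of sterol synthesis, fatty acid synthesis, cell cycle, metabolic, interferon stimulated, integrated stress, glycolysis and nuclear OXPHOS genes were compiled by hand, the axon list is that of Fig 3, and the mtDNA maintenance list holds the mouse orthologs of genes the paper discusses. The 10 tests of the 5 lists from interferon stimulated to mtDNA maintenance genes were adjusted together, as were the 2 sterol tests.

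The genes named are those that the paper names for expression in its Results or in Fig 3, the sterol and mtDNA maintenance lists, *Tfrc*, and for each comparison the 3 higher and 3 lower called genes with the largest absolute log2 fold change among those with a mean of at least 100 normalized counts and no overlap between the groups. Not every gene that this rule admits is printed, and 1 item withheld for evaluation is not reported here. *Hsd17b7*, *Ebp*, *Nsdhl* and *Tm7sf2* were picked from the sterol list for mention after their values were seen. Groupings, thresholds, gene lists and the first set of alternatives were chosen before the data were examined. These alternatives were DESeq2's size factors, DESeq2's Wald test with shrunken fold changes, no filter on low counts, a replicate block, 4 lines fitted separately, the compared groups fitted alone, either clone alone, other thresholds, separate TM6 libraries for each comparison, other ways to rank genes and compute principal components, and the omission of each library in turn. A DESeq2 Wald test against a log2 fold change of 0.5, the removal of trends with GC content and gene length (span 30%, GC content for 24088 genes), the removal of chromosome medians and thinning to the smallest library were added after the data were seen. The test was tried on simulated data with 200 changed genes, and 50 simulations without change that share the TM6 libraries gave the levels that unchanged groups reach. KEGG and Gene Ontology sets were not used here, and enrichment of terms was not analysed here.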

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

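The tests of whole chromosomes were written after the chromosome medians had been seen, and the test of library scaling was chosen only after their result was seen.

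PKO-1 and PKO-6 MEFs differed from each other by a direct test in 4087 genes with 4 lines fitted, against 5902 between rho0 and TM6 MEFs in the same fit. In that fit PKO-1 and PKO-6 differed from TM6 in 4810 and 5799 genes, and from rho0 in 4590 and 3014. PKO-6 thus differed from rho0 in fewer genes than from PKO-1. *Pnpt1* (-0.65), *Slc25a33* (-0.60) and 15 of the 28 genes of Fig 3 were among the 4087. Of the 10 splits of the 6 PKO libraries into groups of 3, 1 gave as many genes, the real one, and 10 splits cannot give a share under 0.1. Chromosomes 8, 9 and 13, whose genes shifted as a set between the clones, held 19.9% of the called genes and 14.8% of the tested genes. Copy number changes of these chromosomes are therefore not the whole cause. Chromosomes 4, 10 and 16 are not in this share, although they passed camera too, with medians of -0.17, -0.19 and 0.20. Their camera adjusted p over 100 chromosome tests was 0.0212, 0.0017 and 0.0059. The *Pnpt1* difference (-0.65) does not measure unequal loss of *Pnpt1* between the clones, because counts of the whole gene include transcripts without exon 2, and the paper reports loss of exon 2 and of the protein. What separates the clones was not tested further.

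The integrated stress list of 30 genes differed between the clones by a direct test, with a median log2 fold change of -0.94 in PKO-1 against PKO-6 and all 30 genes lower (limma's camera adjusted p = 3.3e-16 over 8 lists). Against TM6 its median was 1.40 in rho0, 1.33 in PKO-6 and 0.32 in PKO-1. Both PKO clones and rho0 have lost mtDNA in the paper, and the rise of this list against TM6 is consistent with a mitochondrial stress response (1.40 in rho0 and 0.97 in PKO), but that does not account for the gap between the clones, whose cause was not tested.

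*Xist*, which the paper does not report on, had 29776 to 38495 normalized counts in TM6, 47051 to 109328 in rho0, 55288 to 99686 in PKO-6 and 16.0 to 53.6 in PKO-1, a log2 fold change of -11.35 in PKO-1 against PKO-6 (edgeR adjusted p = 1.9e-10). None of 4 genes of chromosome Y had more than 1 count in any library. A candidate explanation is expression from an X chromosome that *Xist* no longer silences in PKO-1, for which the other 458 X genes should be higher in PKO-1: their median was 0.19, with 0.0484 from limma's camera and 7.7e-04 from fry, both unadjusted, and with 84 called higher and 71 lower. That met the criterion written before the test, but the evidence is weak. Camera's value for X adjusted over 100 chromosome tests was 0.133, and 5 other chromosomes had a median at least as large in size. Against TM6 the median of chromosome X was -0.74 in PKO-1, -0.75 in rho0, which keeps *Xist*, and -0.87 in PKO-6. By these medians X genes were hardly higher in PKO-1 than in rho0, which weakens this explanation further. Loss of the X chromosome that expressed *Xist* and silencing of *Xist* cannot be told apart here: 63.3% of X genes were higher in PKO-1, which neither forbids nor requires a lost inactive X.

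Whole chromosomes differed from TM6 alike in the 3 derived lines, in genes the paper does not discuss by position. The median log2 fold change of chromosome 12 was 0.55 in rho0, 0.56 in PKO-1 and 0.53 in PKO-6. That of chromosome 18 was 0.42, 0.42 and 0.34, and that of chromosome X was -0.75, -0.74 and -0.87. Chromosome 17 was also higher in each line, by smaller medians of 0.25, 0.20 and 0.19. Its camera adjusted p over 100 chromosome tests was 0.0287, 0.0081 and 0.0495. It was not counted with chromosomes 12, 18 and X, so their 20.1% of the shared genes leaves it out. Library scaling cannot move chromosomes in opposite directions, and chromosomes 12 and X differed by at least 1.30 in each line. After trends with GC content and gene length were removed, the medians of chromosomes 12 and X in rho0 and in PKO with the clones pooled were at least 0.540 in size, and the clones were not tested separately. With chromosomes 12 and X each divided into 3 equal parts, every part moved in its chromosome's direction, by at least 0.477. A copy number difference of whole chromosomes between TM6 and the 3 derived lines would give this. For X the parts cannot tell copy number from altered silencing of the whole chromosome. *Xist* was higher than in TM6 in rho0 and PKO-6 but far lower in PKO-1, where X genes were lower too. Whether TM6 changed, or a cell with these chromosomes was selected in all 3 derivations, was not tested. The likeness of rho0 and PKO did not rest on these chromosomes alone: with chromosome medians removed the Pearson correlation over all genes was 0.759, that over metabolic genes 0.859, the Spearman correlation over cell cycle genes 0.7997, the shared genes 2095 and the sterol median in PKO -2.06.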

How the results depend on the processing

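Directions of the sterol, interferon stimulated, integrated stress and nuclear OXPHOS lists, and their sides of the threshold, held under all alternatives that were run for them, and so did the separation of TM6 on PC1. With each library left out in turn, DEGs numbered 3172 to 4231 (rho0 against TM6), 2874 to 3712 (PKO against TM6), 841 to 1699 (PKO against rho0) and 3820 to 4178 (between clones), and shared genes 1861 to 2529. PKO against rho0 fell to 841 without rho0 replicate 3 and 853 without rho0 replicate 2, and was highest, 1699, without PKO-6 replicate 3. *Pnpt1* in rho0 against TM6 was 0.66 to 0.79 across these fits, called in 3 of the 12. *Agrn* in PKO against rho0 was -0.00595 (without PKO-6 replicate 2) to 0.27 and *Robo3* in rho0 against TM6 -0.0683 (without rho0 replicate 3) to 1.29, so both changed sign, though neither was called. Of 924 values of named genes in these fits, 43 lost a call, 5 gained one and 2 changed sign.

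*Pnpt1* in rho0 against TM6 became called with DESeq2's Wald test (0.71), with 4 lines fitted separately (0.75) and with only the compared groups fitted (0.73); edgeR adjusted p in the fit of 3 groups was 0.0116, close to the threshold, and the cause was not tested. Fitting 4 lines separately takes the difference between the clones out of the spread, and raised the DEGs of PKO against rho0 to 3330. With PKO-1 alone they were 4491, and *Artn* (0.0275), *Vcl* (0.14) and *Agrn* (-0.60) changed direction against rho0. With PKO-6 alone the DEGs were 2924 against rho0 and 5749 against TM6, the shared genes 4099, and *Fgfr2* changed direction against rho0 (0.28). The share of PKO against rho0 DEGs that were higher in PKO was 59.2% with both clones pooled, 48.0% with 4 lines fitted, 46.2% with PKO-1 alone and 62.7% with PKO-6 alone, so the balance depends on the clone. An adjusted p below 0.01 alone called 2377 genes in PKO against rho0 and 7014 between the clones, since it lets small changes pass. An absolute log2 fold change above 1 left 2042 (rho0 against TM6), 1788 (PKO against TM6), 667 (PKO against rho0), 1950 (between clones) and 1139 (shared). With TM6 libraries split between the comparisons, shared genes were 1425, 1425 and 1364 with 1 TM6 library for rho0 and 1355, 1362 and 1299 with 1 for PKO, with fewer libraries per comparison. The mtDNA maintenance list, with medians of 0.15 and 0.17, passed the threshold under fry but not under camera; fry asks whether the genes change at all, and camera whether they change more than other genes.

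Libraries with the same replicate number did not deviate together in every pair of lines: correlations of residuals were -0.385 to 0.250 for the same number (median 0.124, 10 of 18 above 0.1) and -0.415 to 0.490 for different numbers (median -0.0467, 10 of 36 above 0.1). In TM6 with PKO-6 all 3 same-number correlations were above 0.1 (0.209 to 0.250) and all 6 others below 0, so a pairing of these lines stays open. With a replicate block the DEGs were 3486, 3113, 1097 and 4027 in the order above and the shared genes 2035, and 4 of 77 values of named genes lost their call.

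The alternatives that follow were chosen after seeing the data. A DESeq2 Wald test against a log2 fold change of 0.5 called 1637, 1527, 429 and 1958 genes and 888 shared; under it *Pnpt1* was no longer called in PKO against TM6 (-0.97) or between the clones (-0.65), and 12 of 77 values of named genes lost their call, because the test asks for more. With chromosome medians removed, *Sema5a* in rho0 against TM6 (0.0536) and *Dag1* in PKO against rho0 (0.0756) changed direction, since their chromosomes' medians were subtracted. Thinning and the removal of GC and length trends moved no count by more than 1.5 times. An alternative for mtDNA-encoded RNA was not run, and *Pnpt1* has 1 listed transcript, so counts of separate transcripts equal the gene count.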

Differences from the paper's values

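The paper gives 1629 DEGs between rho0 and TM6, against 4111 here, and 1527 between PKO and TM6, against 3607 here. Of the alternatives set before the data were examined, an absolute log2 fold change above 1 gave 2042 and 1788, within 1.5 times the paper's counts, and the others did not close either gap. A DESeq2 Wald test against a log2 fold change of 0.5, chosen after seeing the values, gave 1637 and 1527.

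The paper gives 886 shared DEGs, against 2436 here. Of the alternatives set before the data were examined, an absolute log2 fold change above 1 (1139) and separate TM6 libraries with PKO against TM6 replicate 3 (1299) came within 1.5 times the paper's count, and the others did not. The DESeq2 Wald test against 0.5, chosen after seeing the values, gave 888.

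The paper gives an RRHO maximum above 4500, a lower limit, against 1064 on the log10 scale or 2450 on the natural log scale here, and 1245 or 2866 with DESeq2. None of the 32 alternatives, of which 29 were set before the data were examined, closed the gap, with 679 to 1415 on the log10 scale. The largest log10 value possible is 4220 for the 14026 genes tested here and 4766 for the 15840 genes with DESeq2.

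The paper gives a Pearson correlation of 0.79 for metabolic genes, against 0.864 here on a list compiled by hand. None of the 29 alternatives, with 0.768 to 0.875, closed the gap, and the closest was PKO-1 alone at 0.768.

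The paper places *Rrm2b*, *Rnaseh1* and *Slc25a33* among the genes changed in rho0 only. Here *Rrm2b* (0.60) and *Rnaseh1* (0.68) were also called in PKO against TM6. The DESeq2 Wald test against 0.5, chosen after seeing the values, called neither there. Over all 25 alternatives the PKO call was lost in 5 for *Rrm2b* and in 2 for *Rnaseh1*, so neither call holds in every fit. The paper places the 28 genes of Fig 3 among those changed in PKO only. Here 9 of them were also called in rho0 against TM6, among them *Artn* (-1.82), *Vcl* (-1.07), *Agrn* (1.57), *Sema4d* (-0.95, opposite to PKO) and *Dag1* (-0.87), and the DESeq2 Wald test against 0.5 called none of these 5 in rho0.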

Other observations

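The test of the statistics in S1 Table was chosen only after the result it concerns was seen, as were the thinning of libraries and the removal of GC and length trends.

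Other splits of the libraries show how often a result as large arises. For DEGs of rho0 against TM6, 1 of the 10 splits of 6 libraries gave as many, the real one, and so it was for the sterol, interferon stimulated, integrated stress, glycolysis, nuclear OXPHOS and mtDNA maintenance lists, 1 of 10 splits each, where 10 splits cannot give a share under 0.1. For PKO against TM6, 1 of 84 splits gave as many DEGs. Nearly all of these splits mix cultures of different lines, and cultures of the same line are not independent lines. Splits that kept each line whole gave 3607 (the real one), 2795 with PKO-6 set apart and 1336 with PKO-1 set apart. So few splits by line cannot give a small share, and the shares of 84 do not measure chance between lines. The sterol, interferon stimulated and mtDNA maintenance lists gave 1 of 84 splits each, the integrated stress list 2 of 84 splits, the glycolysis list 45 and the nuclear OXPHOS list 34. For PKO against rho0, 2 of 84 splits gave at least 1500 DEGs. The other was PKO-1 against PKO-6 and rho0 together, with 2953, so by this count PKO-1 stood further apart than rho0 did. PKO-6 against PKO-1 and rho0 together gave 1451, close to the 1500 of the real split. For the 28 genes of Fig 3 the share was 1 of 84 splits, which says little, because the study chose these genes on the same libraries.

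For rho0 and PKO compared jointly, 1 of 100 splits of the 12 libraries into groups of 3, 3 and 6 gave 2436 shared genes, the real one, and all others gave 0. The RRHO maximum was reached in 36 of 100 splits, the correlation over all genes in 33, over cell cycle genes in 20 and over metabolic genes in 26, but these splits mix the lines, so differences between lines enter the shared reference and both comparisons (RRHO maxima up to 2480), and their shares say little about unchanged groups. Noise in the shared TM6 libraries was tested as a cause with 50 simulations of unchanged groups: 0 reached the number of shared genes, 0 the RRHO maximum, 0 the correlation over all genes, 0 that over metabolic genes and 1 that over cell cycle genes. Simulated libraries vary independently around the same means, so a change of the TM6 line itself, which would enter both comparisons, was not covered. As 0 genes were called in any of these simulations, the comparison for shared genes is with a count of 0, and at an unadjusted p below 0.05 they shared 162 to 223 genes. Isolation of rho0, PKO-1 and PKO-6 as single cell colonies, with 0 libraries from a TM6 colony isolated the same way, cannot be told apart from loss of mtDNA as a source of the shared genes, because no such TM6 library is among the 12.

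Depth and composition were tested for the DEG counts. Thinned to the smallest library, 4052 genes were called in rho0 and 3525 in PKO against TM6, and with GC and length trends removed 4058 and 3600, so neither is the whole cause. The sterol medians with these trends removed were -2.23 in rho0 and -2.08 in PKO. The statistics of S1 Table equal the absolute log2 fold change less 0.5 over its standard error for 100% of its genes. For 0% they equal the log2 fold change over its standard error, which argues against a test against 0 in the paper. The DESeq2 test against 0.5 gave 1637, 1527 and 888 genes here, beside 1629, 1527 and 886 in the paper. A test against 0.5 can thus account for the paper's fewer DEGs.

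Lists with a hypothesis were tested against TM6 in rho0 and in PKO, with camera p adjusted over 10 tests. Interferon stimulated genes were lower, with medians of -0.79 (adjusted p = 8.5e-04, 22 of 26 genes) and -0.66 (adjusted p = 7.1e-04, 23 of 26), which decides nothing about the sensing of mitochondrial RNA, since the paper finds no mtDNA in either cell type, and *Rsad2* was at or near 0 counts in both. Integrated stress genes were higher, with medians of 1.40 (adjusted p = 1.4e-08, 30 of 30 genes) and 0.97 (adjusted p = 3.2e-04, 28 of 30), which is consistent with a mitochondrial stress response, and in the list alone 20 and 15 genes were called. Nuclear OXPHOS genes were lower in rho0 (-0.25, adjusted p = 0.0012, 61 of 75), but in PKO, which has lost mtDNA too, the median was -0.0781 (adjusted p = 0.201, 44 of 75), with 4 lines fitted -0.0102 in PKO-1 (38 of 75 lower) and -0.16 in PKO-6 (55 of 75 lower, unadjusted p = 0.0741, in the direction of rho0), and 62 of 75 genes were higher in PKO than in rho0 (median 0.19). With each library left out in turn, the nuclear OXPHOS median was -0.40 to -0.20 in rho0 and -0.11 to -0.02 in PKO. The clones thus differ, and whether loss of mtDNA lowers these genes stays open. The calls of these 3 lists hold under fry. Glycolysis genes did not pass the threshold (0.26, adjusted p = 0.201, and 0.0888, adjusted p = 0.700), so a part of transcription in the raised acidification rate stays open. The pooled value hides clones that went opposite ways, with 0.26 in PKO-1 (13 of 18 higher) and -0.15 in PKO-6 (12 of 18 lower). The mtDNA maintenance list, which holds *Rrm2b* and *Rnaseh1*, did not pass it under camera (0.15, adjusted p = 0.201, and 0.17, adjusted p = 0.238).

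Between PKO and rho0, 1500 DEGs were called, 888 higher and 612 lower in PKO, and no libraries overlapped in 4491 of the 14026 tested genes, where chance gives 2.38%. Chromosomes 3, 5, 9 and 15, whose genes shifted as a set, held 29.3% of these DEGs and 20.6% of the tested genes. Copy number changes of these chromosomes are therefore not the whole cause. Chromosomes 4 and 8, with medians of -0.09 and -0.08, also passed camera (adjusted p = 0.0212 for each) and are not in this share. *Gas6* (chromosome 8, 13465374 to 13494535) was higher in PKO by a log2 fold change of 6.16 (edgeR adjusted p = 1.8e-07) and *Ctsk* (chromosome 3, 95499210 to 95509387) lower, at -6.73 (edgeR adjusted p = 5.8e-08). *Etl4* and *Sod3* were also higher, with 1.06 and 3.24 normalized counts in rho0, and *Zfp518b* and *Zdhhc15*, the latter on chromosome X, were lower, with 0 and 2.88 in PKO-1. *Tfrc* was lower in rho0 than in TM6 (-0.96, called) and not called in PKO (-0.42, edgeR adjusted p = 0.0282).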
